# AATF supports proliferation of glioblastoma cells by sustaining mitochondrial respiration through an NRF-1-dependent mechanism

**DOI:** 10.1038/s41419-026-08617-0

**Published:** 2026-03-24

**Authors:** Cristina Sorino, Stefano Di Giovenale, Italia Falcone, Francesca Romana Auciello, Claudio Pulito, Federica Lo Sardo, Stefano Scalera, Francesca De Nicola, Valeria Catena, Ludovica Ciuffreda, Brindusa Ana Maria Arteni, Stefano Giuliani, Bruno Amadio, Giovanni Blandino, Maurizio Fanciulli, Simona Iezzi

**Keywords:** Cancer, Cancer metabolism

## Abstract

The ability of cancer cells to promote cellular proliferation by preferentially using glycolysis as primary source of energy has long been considered a hallmark of tumour metabolism. However, emerging evidence suggests a more complex situation with many tumours exhibiting a pronounced dependence on mitochondrial respiration through oxidative phosphorylation (OXPHOS) for their development and maintenance. In line with this, numerous studies have reported an upregulation of mitochondrial genes and OXPHOS components across multiple cancer types. Glioblastoma (GBM) is the most frequent and malignant brain tumour in adults, characterised by rapid proliferation, resistance to therapy and ability to recur. In addition to a profound genetic and molecular heterogeneity, GBM also exhibits strong metabolic heterogeneity with different grades of dependence on mitochondrial activity. Notably, the transcription factor Nuclear Respiratory Factor 1 (NRF-1), a key regulator of OXPHOS gene expression and mitochondrial functions, has recently been linked to GBM progression and poor prognosis. Che-1/Apoptosis Antagonising Transcription Factor (AATF) is a transcriptional regulator with a crucial role in several cancer types, where it contributes to tumorigenesis by promoting cell cycle arrest and apoptosis, as well as resistance to therapy. Here, we show that AATF expression correlates with clinical outcome in GBM patients. Moreover, we demonstrate that its depletion leads to cell cycle arrest, impaired mitochondrial respiration and disrupted mitochondrial architecture in GBM cells. Additionally, AATF-depleted cells exhibit a reduced ability to form colonies in vitro and tumour in vivo. At the molecular level, we provide evidence that AATF interacts with NRF-1 and is essential for NRF-1-mediated transcription of the OXPHOS genes by affecting RNA polymerase II recruitment and chromatin structure. Overall, our findings highlight a previously unrecognised role of AATF in GBM proliferation and mitochondrial metabolism supporting its potential as a target for therapeutic intervention.

## Introduction

Cancer cells adapt their metabolism to meet the energetic requirements necessary to support their constant growth and division. Extensive research has clearly demonstrated that a metabolic switch characterised by increased glycolysis and decreased oxidative phosphorylation (OXPHOS), a phenomenon known as Warburg effect or anaerobic glycolysis, is a feature of tumorigenesis [1, 2]. However, an increasing body of evidence is now showing that many tumours, including glioblastoma multiforme (GBM), are heavily reliant on the OXPHOS pathway for their proliferation, survival and chemotherapy resistance [3–6]. Consistently, upregulation of mitochondrial genes and proteins responsible for OXPHOS has been demonstrated in many malignant tumours [7–9]. GBM, the higher-grade malignant glioma (grade IV), represents the most common and aggressive kind of primary brain tumour in adults [10–12], with a median survival of less than 15 months [13]. The current management of GBM includes safe surgical resection and post-operative radiotherapy and chemotherapy [14–16]. Unfortunately, this therapeutic approach fails to give long-term remission for patients, due in part to the high molecular and metabolic heterogeneity of GBM cells. About this, recent reports have shown the existence of multiple metabolic dependencies in GBM, and mitochondrial respiration has been shown to play a crucial role in GBM tumorigenesis [17, 18]. In line with these findings, Garofano et al., through single-cell RNA expression profiling, identified a mitochondrial subtype of GBM tumours that exhibits increased reliance on the OXPHOS pathway and enhanced sensitivity to inhibitors of mitochondrial metabolism [19]. For all these reasons, targeting mitochondrial respiration is emerging as an attractive anti-cancer strategy. Indeed, suppression of the OXPHOS pathway by pharmacological inhibition of the electron transport chain (ETC) has already been shown to inhibit GBM cells proliferation [20–22]. Nuclear Respiratory Factor 1 (NRF-1) is the master regulator of mitochondrial biogenesis and respiratory functions through its ability to regulate the expression of the OXPHOS genes as well as nuclear-encoded genes involved in mitochondrial DNA transcription, such as mitochondrial transcription factor A (TFAM) [23, 24]. Furthermore, emerging evidence supports its involvement in key cellular processes, including cell cycle regulation, apoptosis, response to stress and in the progression of different types of cancer [25, 26]. Interestingly, NRF-1 expression has been associated with the severity of astrocytoma and poor prognosis in GBM [27, 28]. Che-1/Apoptosis Antagonising Transcription Factor (AATF) is an RNA polymerase (RNA Pol) I and II binding protein [29, 30], mainly involved in transcriptional regulation [31–33]. AATF interacts with several transcription factors and regulatory proteins influencing their activities and modulating the expression of genes involved in cell cycle progression, apoptosis and response to stress [32, 34–37]. It predominantly shows nuclear and nucleolar localisation [30, 38, 39], but its presence has also been detected in centrosomes, Golgi apparatus, cytoplasm and mitochondria [40–42]. Furthermore, AATF has been shown to prevent apoptotic cell death by safeguarding mitochondrial function and reducing oxidative damage in human kidney proximal tubule cells [41]. To date, this protein has been involved in the pathogenesis of several types of cancer, including multiple myeloma, B-cell precursor acute lymphoblastic leukaemia (BCP-ALL), hepatocellular and lung carcinomas [43–46], but its role in the biology of GBM and the pathways in which it takes part are not completely clarified. In this study, we show that AATF depletion is associated with cell cycle arrest in several GMB cell lines, reduced mitochondrial respiration and altered mitochondrial architecture. Moreover, AATF-depleted cells show a significant reduction in their ability to form colonies, in vitro and to develop tumours, in vivo. Mechanistically, we provide evidence that AATF interacts with NRF-1 and that it is required to promote NRF1-dependent transcription of the OXPHOS genes by modulating chromatin condensation and RNA polymerase II recruitment. Overall, we identify AATF as a new regulator of GBM cell proliferation through its ability to regulate the OXPHOS programme and to maintain mitochondrial homoeostasis.

## Materials and methods

### Cell lines, transfections and reagents

Human U87, U138, SW1783, LN229 and U251 cell lines were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Euroclone) supplemented with 10% inactivated foetal bovine serum (FBS, Thermo Fisher Scientific), 2 mM glutamine (Thermo Fisher Scientific) and 40 μg/ml gentamicin. All cell lines were cultured at 37 °C, in a humidified atmosphere with 5% CO_2_. Mycoplasma contamination was periodically checked by polymerase chain reaction (PCR) analysis, using the following primers:

Forward: 5’ - ACTCCTACGGGAGGCAGCAGTA - 3’

Reverse: 5’ - TCGACCATCTGTCACTCTGTTAAC - 3’

Transfection experiments were carried out using Lipofectamine 3000 Transfection System (Thermo Fisher Scientific) according to the manufacturer’s instructions. Cells were analysed 72 hours after transfection by western blot (WB) or quantitative real-time PCR. Stealth siRNA oligonucleotides targeting AATF (siAATF #1, cat. n. 1299003-HSS120157 and siAATF #2, cat. n. 1299003-HSS120158) and NRF-1 (siNRF-1 cat. n. 1299003-HSS107320, HSS107321, HSS107322) or a control sequence (siControl, cat. n. 12935300) were purchased from Thermo Fisher Scientific. AATF-myc expressing vector has already been described [30].

### Proximity ligation assay (PLA)

U138 cells were seeded in a 96-well PhenoPlate (Perkin Elmer, USA), fixed with 4% formaldehyde for 10 min at room temperature, permeabilized with 0.1% Triton X-100 in phosphate-buffered saline (PBS) for 5 min at room temperature, and processed according to the Duolink In Situ proximity ligation assay (PLA) protocol (Sigma-Aldrich). Anti-NRF-1 (Diagenode, C15200013; 1:200) and anti-AATF (Bethyl A301-032A; 1:200) were used as primary antibodies. Negative controls were performed by omitting NRF-1 primary antibody or transfecting cells with specific siRNA oligonucleotides targeting AATF or NRF-1. Nuclei were visualised by staining with 1 μg/ml Hoechst dye 33258 (Sigma-Aldrich). Cells were subjected to confocal imaging analysis using Opera Phenix high-content-screening system (Perkin Elmer, USA) equipped with Harmony ^TM^ high content imaging and analysis software (Perkin Elmer, USA, version 4.8).

### Cellular extracts and immunoprecipitation

Total cellular extracts were prepared as previously described [32]. For immunoprecipitation experiments, nuclear extracts were pre-cleared by incubation with protein A/G conjugated to agarose beads (Thermo Fisher Scientific) for 1 h at 4 °C on a rotating wheel. Pre-cleared nuclear cellular extracts were collected by centrifugation and incubated overnight at 4 °C on a rotating wheel, with the indicated antibodies. Protein A/G conjugated to agarose beads was then added to the samples and the incubation was continued for an additional hour. Immuno-complexes were collected by centrifugation, washed five times with dilution buffer (50 mM TRIS pH 7.4, 150 mM NaCl, 5 mM EDTA, 10 mM NaF, 0.5% NP-40) and eluted in lithium dodecyl sulphate (LDS) sample buffer (Thermo Fisher Scientific) for WB analyses. All buffers were supplemented with protease and phosphatase inhibitors (1 μg/ml aprotinin, 1 μg/ml leupeptin, 1 mM Na_3_VO_4_, 10 mM PMSF).

### Western blotting

Western blotting (WB) analysis of protein samples was carried out as previously described [32]. Briefly, samples were separated by electrophoresis and transferred onto nitrocellulose membranes. Membranes were blocked in 5% Nonfat-Dried Milk (NFDM) in 0.1% Tween-PBS and incubated overnight at 4 °C with the appropriate primary antibodies. After three washes with 0.1% Tween-PBS, membranes were incubated with the appropriate HRP-linked secondary antibodies (Bio-Rad) at room temperature for 45 min. Following three additional washes with 0.1% Tween-PBS, membranes were analysed by chemi-luminescence (GE Healthcare Life Science). Images were acquired using Alliance Mini HD6 system by UVITEC Ltd, Cambridge, equipped with UVI1D Software (UVITEC HD, 14-630275, Cambridge, UK). Antibodies used in this study are listed in Table S1.

### Clonogenic survival assay

U138 cells depleted or not for AATF expression were seeded at a density of 1000 cells/well into 6-well dishes. Fresh medium was added every 4 days. After 7–14 days, colonies were stained with 0.5% crystal violet (Sigma Aldrich) and manually counted.

### Senescence assay

Cell senescence was evaluated by Senescence Associated (SA) β-galactosidase hydrolysis using CellEvent Senescence Green Detection Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### In vivo experiments

All procedures involving mice and their care were authorised and certified by the decree n. 171/2025-PR and conformed to the relevant regulatory standards in accordance with the Italian legislation. For transplantation experiments, U138 cells were transfected with either control siRNA (U138 siControl) or AATF siRNA (U138 siAATF) using Lipofectamine 3000, according to the manufacturer’s instructions. After 24 h, 3 × 10^6^ U138 siControl or U138 siAATF cells (in 50% Matrigel, Corning, NY, USA) were subcutaneously injected in the right flank of 8-week-old male NOD/SCID (NOD.CB17-Prkdc scid/NCrHsd) mice (Envigo RMS s.r.l.) (*n* = 4 per group). Animals were observed daily, weighted two times/week and tumour volume (mm^3^) calculated as length × width^2^/2. At the end of the treatment (5 weeks), the tumours were collected and analysed by western blot and Immunohistochemical analysis. All the experiments and analyses were performed in a blinded fashion.

### Immunohistochemical analysis

Tumours’ mice were processed by the CellientTM Automated Cell Block System (Hologic Corporation, Marlborough, MA), which is fully automated and creates a paraffin-embedded cell block using isopropanol for dehydration and xylene for clarification. FFPA samples were cut at 3 μm using a microtome LEICA SM 2000R (Advanced Research Systems Inc., Macungie, PA) and mounted onto slides. Subsequently, the slides were dewaxed in xylene and rehydrated through a series of graded ethanol solutions and stained with Gill’s Hematoxylin (Bio-optica, Milan) and Eosin (Bio-optica, Milan). The slides were incubated with primary antibody for Ki-67 (clone MM1-L-CE LEICA) in an automated immuno-stainer (Bond-III, LEICA, Biosystems, Italy), according to the manufacturer’s instructions and the images were then captured at ×20 magnification using Aperio Image Scope system equipped with a Digital Image Capture software. The evaluation was based on the percentage of positive cells.

### Flow cytometry

Cells depleted or not for AATF expression and cells cultured or not for 24 or 72 h in serum-free media, were trypsinized and re-suspended in ice-cold PBS at a density of 1 × 10^6^ cells/ml, fixed by adding 2 ml of ice-cold 70% ethanol in PBS while vortexing, and incubated at least 30 min on ice. Next, cells were collected by centrifugation at 1000 × *g* and treated with RNase A 1 mg/ml (Thermo Fisher Scientific) at 37 °C for 30 min. Finally, cells were stained with propidium iodide (Sigma-Aldrich) and incubated in darkness for 60 min or overnight before analysis. Samples were analysed by flow cytometry using Attune Flow Cytometer (Thermo Fisher Scientific). A total of 10,000 cells were counted for each sample, and gating and quantification of cell population were carried out using FlowJo software.

### MTT assay

Cell viability was measured using the 3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyl tetrazolium bromide (MTT) (Sigma-Aldrich, cat. n. M5655) assay according to the manufacturer’s instructions. Briefly, cells depleted or not for AATF expression were plated in 96-well plates at a concentration of 2 × 10^5^ cells/well, in triplicate. After 24 h of culture, 0.5 mg/ml of MTT was added to each well. After 3 h of incubation at 37 °C, coloured crystals of formazan were dissolved with 100 µl of DMSO (Sigma-Aldrich), and absorbance was read at 570 nm using Multiskan FC Microplate Photometer (Thermo Fisher Scientific, USA).

### Mito stress test and ATP rate assay

U87 and U138 cells depleted or not for AATF expression were seeded in Seahorse XF cell culture plates at a density of 1 × 10^5^ cells/well the day before the assay. The day of the assay, after a 30-min calibration of the XF sensor with the pre-incubated sensor cartridge, the cell plate was loaded into the Seahorse XF HS Mini Analyser (Agilent Technologies). Oxygen Consumption Rate (OCR) and ATP rate were measured in real-time with Mito Stress Test kit (Agilent, AG-103010-100) and ATP Rate Assay Kit (Agilent), respectively, under basal conditions and after sequential injection of the complex inhibitors oligomycin (1.5 µM), FCCP (1.2 µM), and a mixture of rotenone and antimycin A (0.5 μM each). Subsequently, cells were stained with Hoechst dye 33258 (Sigma-Aldrich) and cell count of each well was determined by imaging the cells using Cell Profiler. Data are presented as mean ± standard deviation (SD) of three independent experiments.

### Mitochondrial morphology analysis

U138 cells depleted or not for AATF expression were seeded in a 96-well PhenoPlate (Perkin Elmer, USA) and cultured overnight. After this time, mitochondrial morphology was examined following staining with Mito Tracker Red CMXROS (Thermo Fisher Scientific, M7512) in presence of 20 μg/ml Hoechst dye 33258 (Sigma-Aldrich) for 30 min at 37 °C. Cells were then washed twice with PBS and analysed using Opera Phenix High-content System equipped with Harmony^TM^ high content imaging and analysis software (Perkin Elmer, USA, version 4.8). Confocal images acquisition was performed using a 63× objective. To analyse the different organisation of mitochondrial network, we measured the Saddle, Edges, and Ridges (SER) features of the 568-channel image of mitochondria, a set of texture properties. This allowed us to distinguish between mitochondrial network with a filamentous texture, and mitochondrial network with a ring-like morphology. Briefly, using the PhenoLOGIC Harmony software, individual cells were identified using the “Find Nuclei” building block, where nuclei were stained with Hoechst dye. Meanwhile, the “Find Cytoplasm” building block was used to delineate the mitochondrial network, with mitochondria stained using MitoTracker dye. Finally, we calculated the positional properties of this network by excluding the nuclear area and determined the fluorescence texture properties using the SER features method.

### Mitochondrial superoxide detection

U138 cells depleted or not for AATF expression were seeded at a density of 2 × 10^3^ cells/well in a 96-well PhenoPlate (Perkin Elmer, USA) and allowed to adhere for 24 h under normal cell culture conditions. Next, to assess mitochondrial ROS production, cells were washed twice with PBS and subsequently incubated with 5 µM MitoSOX Red dye (Thermo Fisher Scientific, USA) for 25 min at 37 °C. Cells were washed twice with PBS again and the fluorescence intensity was measured at a 488 nm excitation wavelength and 525 nm emission wavelength using Opera Phenix High-content System (Perkin Elmer, USA) and analysed with Harmony^TM^ high content imaging and analysis software (Perkin Elmer, USA, version 4.8). For the experiments with the mitochondria-targeted antioxidant MitoTEMPO, U138 cells depleted or not for AATF expression were treated or not with 100 µM of the reagent for 24 h before analysis.

### RNA isolation and quantitative real-time PCR

Total RNA was isolated from cells depleted or not for AATF expression using NucleoZOL reagent (Macherey-Nagel) according to the manufacturer’s instructions. cDNA was synthesised from an equal amount of RNA by reverse transcription using M-MLV reverse transcriptase (Thermo Fisher Scientific) and then used to perform quantitative real-time PCR (q-RT-PCR) with specific primers using a PowerUP SYBR Green Master Mix (Applied Biosystems) on a 7500 Fast Real-Time PCR System (Applied Biosystems), following the manufacturer’s instructions. A melting curve analysis was performed to confirm that single products were amplified, and data were processed using the 7500 software v2.0.6 (Applied Biosystems). Relative fold changes were determined by the comparative threshold (ΔΔCT) method [47] using β-actin as endogenous normalisation control. Data are presented as mean ± SD of three independent experiments, performed in duplicate. Specific primer pairs employed in q-RT-PCR amplifications are listed in Table S2.

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation (ChIP) experiments were performed as previously described by Bruno et al. [48] using the following antibodies: anti-AATF (Bethyl A301-032A), anti-H3K27Ac (Millipore, 07-360), anti-RNA polymerase II (phospho S5) (Abcam, ab5131), anti-H3K9me3 (Abcam, ab8898). Immunoprecipitations with no specific immunoglobulins (Santa Cruz Biotechnology) were performed as negative controls. For quantitative ChIP analysis (ChIP-qRT), 1 µl of purified DNA was used for amplification on a 7500 Fast Real-time PCR System (Applied Biosystems) using a PowerUP SYBR Green Master Mix (Applied Biosystems). Primer pairs used in these experiments are listed in Table S2.

### RNA-seq

Total RNA was extracted using Qiazol (Qiagen, IT), purified from DNA contamination through a DNase I (Qiagen) digestion step and further enriched by Qiagen RNeasy columns specific for gene expression profiling (Qiagen). Quantity and integrity of the extracted RNA were assessed using a NanoDrop Spectrophotometer (NanoDrop Technologies) and a TapeStation System (Agilent), respectively. RNA libraries for sequencing were generated in triplicate using the same amount of RNA for each sample according to the Illumina Stranded Total RNA Prep kit, with a first ribosomal depletion step using Ribo-Zero Plus (Illumina). The libraries were quantified by q-RT-PCR and sequenced in paired-end mode (2 × 100 bp) with NovaSeq 6000 System (Illumina). For each sample generated by the Illumina platform, a pre-process step for quality control was performed to assess sequence data quality and to discard low-quality reads.

### ChIP-sequencing

ChIP-sequencing (ChIP-seq) experiment was performed following the ChIPmentation protocol [49] in duplicate using a specific NRF-1 Antibody (Diagenode, C15200013). The final libraries were controlled on TapeStation system (Agilent) and sequenced on a NovaSeq 6000 System (Illumina) using 2 × 100 cycles in paired-end mode.

### Computational methods

#### RNAseq analysis

Samples were aligned to the reference genome hg19 using STAR, and transcript quantification was performed with RSEM, employing the nf-core/rnaseq pipeline (v. 3.12.0) with Nextflow (v. 24.10.4.5934) with default parameters. The resulting quantification files were normalised using the standard edgeR (v. 4.0.16) pipeline. Normalised counts were then used to perform differential expression analysis, selecting genes with *q*-value < 0.05 and |log₂FC| > 0.7. Gene ontology analysis was conducted for genes with –1.4 ≤ log₂FC ≤ –0.7 using the ClusterProfiler R package (version 4.10.1), with the enrichKEGG function (parameters: organism = ‘hsa’, pvalueCutoff = 0.1, qvalueCutoff = 0.05). Conversion from gene name to gene ID was performed with the bitr function from ClusterProfiler. The same procedure was also performed for up-regulated genes (0.7 ≤ log_2_FC ≤ 1.4). Conversion from gene name to ID was carried out using the bitr function from ClusterProfiler.

#### ChIP-seq analysis

Samples were aligned to the reference genome hg19 with Bowtie2 and peaks were called with MACS2 available in the nf-core/atac-seq pipeline (v2.0) with Nextflow (v. 24.10.4.5934), using default parameters. Significant peaks were identified and intersected using BEDTools intersect (v. 2.27.1) with standard parameters to obtain lists of common and condition-specific peaks for NRF-1 under two conditions: siControl and siAATF. To quantify signal intensities in each peak set, deepTools (v. 3.5.3) was used with the following functions: computeMatrix reference-point with default parameters and plotHeatmap with default parameters. Venn diagrams were produced intersecting control and interfered bed files with the venn function from the Intervenn tool (v. 0.6.5). Peak visualisations were generated from bigWig files using Integrative Genomics Viewer (IGV) v. 2.14.1.

### Statistical analysis

All the in vitro experiments mentioned here were performed three times (biological replicates). For the in vivo studies, 4 mice were used in each experimental group. The data presented here were as mean ± standard deviation (SD). Statistical analyses were performed using two-tailed Student’s *t* tests or two-way ANOVA test. In experiments in which the control was set to 1, statistical analyses were performed using the Mann–Whitney test. Statistical significance is indicated by asterisks as follows: *P < 0.05, **P < 0.01, ***P < 0.001, n.s. not significant.

## Results

### AATF promotes proliferation of GBM cells, in vitro and in vivo

It has previously been shown that AATF is involved in the development and progression of both solid and haematological malignancies [43–46]. However, its role in GBM has not yet been fully elucidated. In line with a recent report showing a notable upregulation of AATF in almost all the analysed cancer types, including GBM [50], the analysis of the Rembrandt (GBM *n* = 219, non-tumour *n* = 28) and the Gravendeel datasets (GBM *n* = 159, non-tumour *n* = 8) available on the GlioVis data portal, confirmed that AATF expression is upregulated in samples from GBM patients compared to non-tumour brain tissue samples (Fig. 1A, B). In addition, its expression correlates with tumour grade and higher AATF levels are observed in the pro-neural, classical and mesenchymal subtypes compared with the neural one, suggesting its possible involvement in tumour aggressiveness [51] (Fig. S1A). Consistently, a Kaplan-Meier survival analysis on the Rembrandt dataset revealed that AATF overexpression is associated with poorer prognosis (Fig. 1C), suggesting an important role for this protein in the biology of GBM. To elucidate the functions of AATF in this malignancy, we first analysed the effect of its depletion on proliferation and survival of glioblastoma cells. To this aim, we transfected several GBM cell lines with two siRNA oligonucleotides targeting different regions of AATF mRNA (siAATF#1 and siAATF#2) or with a control sequence (siControl). As shown in Fig. 1D, downregulation of AATF expression is associated with a strong decrease in cellular proliferation, in all the analysed cell lines when compared with control condition, with both siRNA oligonucleotides. Similar results were obtained by silencing its expression using the CRISPRi genome editing system [52] (Figs. 1E and S1B). The ability of AATF to promote GBM cellular proliferation was further confirmed by MTT assay, which estimates cell proliferation based on metabolic activity (Fig. 1F). In addition, flow cytometric analysis (FACS) revealed that GBM cells depleted for AATF expression show a significant decrease in the percentage of cells in S and G2/M phases of the cell cycle, with a concomitant increase in G1 phase cells, similarly to the pattern observed upon serum deprivation-induced cell cycle arrest, suggesting an involvement of AATF in the regulation of G1/S transition (Figs. 1G and S1C, D). Consistent with these results, AATF inhibition induces an increase in p21 expression, a G1 phase regulator, with a parallel decrease in cyclin B1 levels, a specific G2 phase marker (Figs. 1H and S1E). Consistent with these results, a decrease in the phosphorylation level of Akt and Erk was also observed (Fig. S1F). Notably, AATF appeared to be able to control cell proliferation without affecting cell viability or senescence induction, as shown by the percentage of viable cells assessed through trypan blue staining (Fig. S2A, B), the absence of the typical marker of apoptosis cleaved Caspase-7 (Fig. S2C), as well as Annexin V assay and β-gal staining (Figs. S2D and 1I). To further investigate the role of AATF in GMB cell proliferation, we performed long-term clonogenic survival assays. AATF depletion resulted in a marked reduction in the number and size of colonies compared to control cells (Figs. 2A, B and S3A, B), and enhanced the growth-inhibitory effect of the chemotherapy agent temozolomide (Fig. S3C, D), thus confirming its important role in sustaining cell proliferation. The reduced proliferative capacity observed upon AATF silencing in vitro was further supported by in vivo experiments. Tumours arising from AATF-depleted U138 cells (Fig. S3E) injected subcutaneously in NOD/SCID mice exhibited significantly diminished growth and proliferative activity compared to control tumours (Fig. 2C–E). These findings demonstrate that the loss of AATF impairs the tumour-forming ability of GBM cells within the in vivo microenvironment, reinforcing the notion that AATF is essential for sustaining GBM progression [53]. Consistent with these findings, Ki-67 staining of explanted tumour tissues revealed a lower proportion of Ki-67–positive nuclei in those arising from AATF-depleted cells, indicating a reduced proliferative activity compared with control tumours (Figs. 2F and S3F). Together, these results strongly suggest a role for AATF in the regulation of GBM cell proliferation and progression both in vitro and in vivo.

**Fig. 1:**
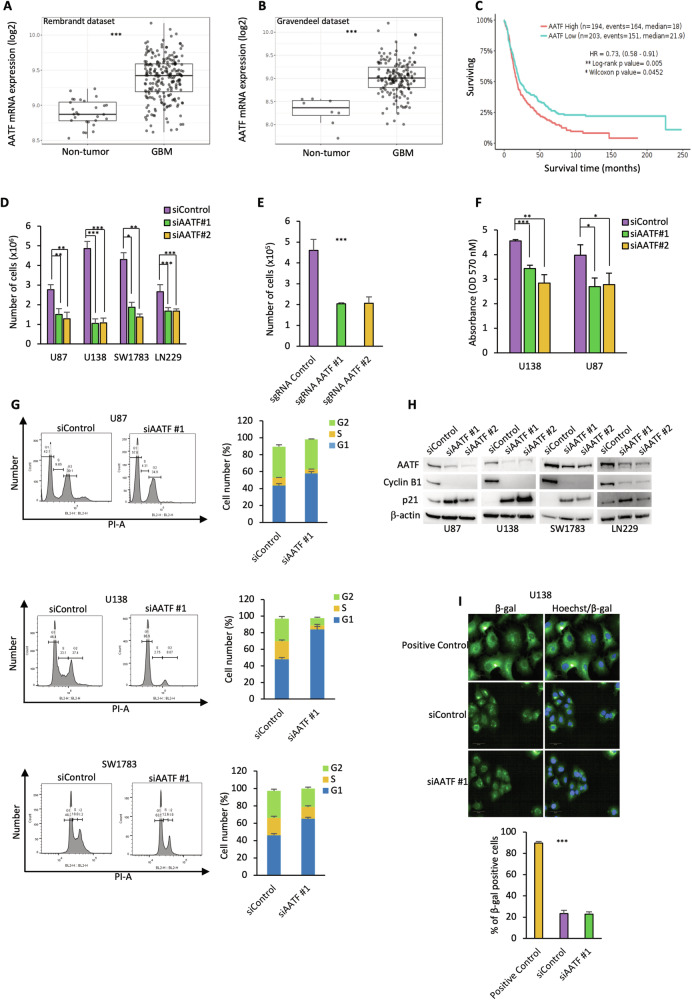
AATF promotes proliferation of GBM cells in vitro. Analysis of AATF expression in Rembrandt (**A**) (GBM *n* = 219, non-tumour *n* = 28) and in Gravendeel (**B**) (GBM *n* = 159, non-tumour *n* = 8) patient datasets. **C** Kaplan-Meier curve generated on data from GlioVis data portal (Rembrandt dataset), showing significant correlation between AATF expression and poor patient prognosis in GBM patients compared to controls. Proliferation assays of the indicated cell lines transfected with two different siRNA oligonucleotides targeting AATF (siAATF #1-siAATF #2) or a control sequence (siControl) for 72 h (**D**) or of U138 cells stably expressing the dCas9-KRAB transcriptional repressor complex transiently transfected with Control or AATF targeting sgRNAs (**E**), were performed by counting the cells with Countess 3 Cell Counter (Thermo Fisher Scientific). **F** Cell viability was evaluated using MTT assay in U138 and U87 cells treated as in (**D**). **G** Flow cytometry analysis of cell cycle distribution of U87, U138 and SW1783 cells treated as in D. DNA content was measured by propidium-iodide staining (left panels). Percentages of cells in each phase of the cell cycle were measured by FlowJo software (right panels). **H** WB analysis with the indicated antibodies of total cell extracts from cell lines treated as in D. β-actin was used as loading control. **I** Top: representative fluorescence images of U138 cells subjected to the β-galactosidase (β-gal) assay. Green fluorescence indicates β-galactosidase–positive cells, while nuclei are counterstained with Hoechst dye. Images were acquired with confocal Opera Phenix High Content Screening System using a 40× air objective. Bottom: quantification of β-gal-positive cells was calculated using Harmony analysis software. Positive control was performed by treating cells with Adriamycin (100 nM for 7 days). Data are presented as the mean ± standard deviation (SD) of three independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, n.s. = not significant. See also Supplementary Figs. S1 and S2.

**Fig. 2:**
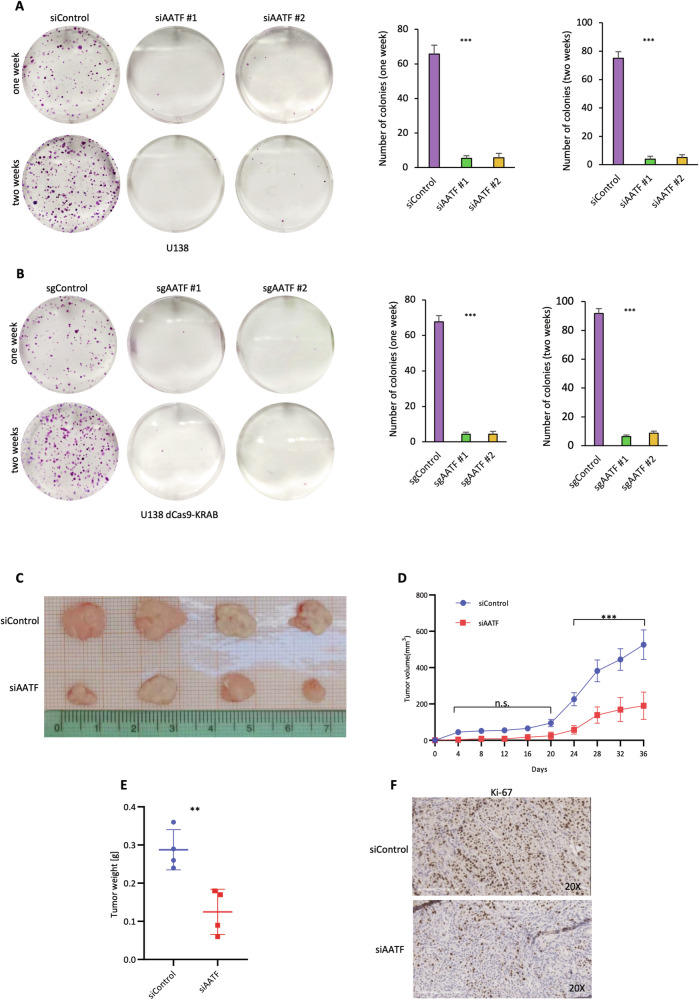
AATF promotes proliferation of GBM cells, in vivo. Representative plates of clonogenic assays (left) and relative quantification of colony numbers (right) performed on U138 cells after transfection with control siRNA (siControl) or two distinct siRNAs targeting AATF (siAATF #1 and siAATF #2) (**A**) or on U138 cells stably expressing the dCas9-KRAB transcriptional repressor complex and transiently transfected with Control or AATF targeting sgRNAs (**B**). 72 h after transfection, cells were counted and re-plated at low density to allow colony formation for one or two weeks. Colonies were then fixed and stained with crystal violet. **C** Tumours were established by injecting cells into the right flank of nude mice, and images were taken on day 36 post-implantation. At the study endpoint, tumours were surgically removed and photographed on a metric grid for size comparison. The image shows subcutaneous tumours from each experimental group (*n* = 4), illustrating the overall difference in tumour size between siControl and siAATF mice. The centimetre ruler provides a visual reference for tumour dimensions. **D** Tumour volume was calculated from caliper measurements every three days starting from day 4 after the inoculation of the transfected cells. The line graph shows mean tumour volume ± SD for each experimental group (blue circles: siControl; red squares: siAATF). Statistical analysis was performed using two-way ANOVA with repeated measures. **E** Graph showing tumour weights at the experimental endpoint. Points represent individual tumours, and horizontal bars indicate mean ± SD. AATF-silenced tumours exhibited a significantly lower weight compared with the control group, as determined by an unpaired two-tailed t-test. **F** Representative IHC images of explanted tumours stained with primary antibody for Ki-67 (clone MM1-L-CE LEICA) and then captured at ×20 magnification using Aperio Image Scope system equipped with a Digital Image Capture software. Data are presented as the mean ± SD of three independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, n.s. not significant. See also Supplementary Fig. S3.

### AATF regulates OXPHOS gene expression in GBM cells

AATF is involved in many cellular processes through its ability to act as a transcriptional co-factor [37, 54]. To shed light on the cellular pathways underlying AATF’s ability to sustain GBM cell proliferation, we performed an RNA-seq analysis to profile the transcriptome signature in response to AATF silencing. This analysis was performed in the U138 cell line, which expresses the highest AATF level among all the cell lines analysed (Fig. 3A, B), and downregulation of AATF was confirmed by WB analysis (Fig. S4A). 

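U138 is an established human glioblastoma cell line. RNA-seq libraries were prepared from 3 samples of U138 cells transfected with a control siRNA (siControl) and from 3 samples transfected with the oligonucleotide siAATF #1 (siAATF). The libraries were made from total RNA after depletion of ribosomal RNA with a stranded kit and were sequenced in paired-end mode. The authors aligned the reads to hg19 with STAR and estimated the expression of each gene with RSEM, which divides a read that matches several transcripts between them, so that the deposited expected counts need not be whole numbers. Of the 28265 genes listed, 4183 had an expected count that was not whole in at least 1 library. The expected counts had not been normalised. Their totals were 24029285, 28602044 and 16408797 in the siControl libraries (median 24029285) and 26858590, 20374523 and 24918944 in the siAATF libraries (median 24918944), so the depth of the groups overlapped. The 10 most abundant genes took between 9.87% and 10.8% of the counts in siControl and between 10.2% and 11.0% in siAATF libraries. The replicates of a group differed from each other by more than the sampling noise of their counts, with a chi-square per degree of freedom between 2.86 and 7.14, and each was treated as a separate sample.

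For the differential expression the expected counts were rounded to whole numbers and normalised with the TMM method of edgeR, the package named in the methods of the study. The filterByExpr function of edgeR kept 15315 genes, and siAATF was compared with siControl by edgeR's quasi-likelihood test, since the paper's text does not name the test. Genes with an adjusted p-value under 0.05 and a log2 fold change above 0.7 or under -0.7 were called, which are the thresholds of the study. The first principal component of the log2 normalised counts held 85.6% of the variance and separated the 3 siControl libraries from the 3 siAATF libraries. The trend of the log2 fold change on gene length was weak across genes (Spearman correlation 0.0869), where genes are not independent replicates. Normalised counts are given as CPM, the count of a gene scaled to the TMM-normalised size of its library, as mean ± SD over the 3 libraries of a group.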

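In the same libraries, the transcript of the silenced gene was lower in each siAATF sample than in each siControl sample. AATF lies on the forward strand of chromosome 17 of GRCh37 from 35306225 to 35414171, and its reference transcript has 12 exons and 2062 bases, of which 172 are 5′UTR and 207 are 3′UTR. The expected count of AATF was 1936, 2243 and 1293 in the siControl libraries and 285, 207 and 304 in the siAATF libraries. In the authors' TPM values, these are 36.06, 37.64 and 37.17 TPM against 4.61, 4.50 and 5.37 TPM. After TMM normalisation, AATF was at 79.8 ± 1.55 CPM (SD, n = 3) in siControl and at 10.9 ± 1.1 CPM (SD, n = 3) in siAATF cells. The log2 fold change was -2.86 (standard error 0.069, adjusted p = 7.85e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 3 samples against 3, an exact permutation test on the separated groups cannot give a two-sided p below 0.1. Leaving out each library in turn kept the log2 fold change of AATF between -2.95 and -2.81.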

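Of the 15315 genes tested, 9019 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 4374 were higher and 4645 were lower after AATF silencing. With the threshold of 0.7 on the log2 fold change, 1370 genes were called higher and 1251 genes were called lower, 2621 in all. In 2576 of the called genes, the 3 siAATF values did not overlap with the 3 siControl values. Over all tested genes this held for 63.6%, where chance gives 10%. The median log2 fold change of all tested genes was 0.0078. Apart from changing or removing the threshold itself, the setting that moved the counts most was edgeR's glmTreat test against a log2 fold change of 0.7, which called 592 genes higher and 721 genes lower.

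The 5 highest log2 fold changes among well expressed genes were those of MCAM (2.84), SLC16A6 (2.76), PAK3 (2.70), TMEM64 (2.63) and TP53INP1 (2.62). TP53INP1 rose from 24.2 ± 2.17 CPM (SD, n = 3) to 149 ± 8.88 CPM (SD, n = 3), with a standard error of the log2 fold change of 0.062 and an adjusted p of 2.83e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SLC16A6 lies on the reverse strand of chromosome 17 from 66263167 to 66287408, inside the span of ARSG on the forward strand, and the strand setting of the counting is not named in the paper's text, so its value is uncertain. The 5 lowest were DEPDC1 (-4.29), KIF20A (-4.00), RPL30 (-3.88), GTSE1 (-3.81) and PLK1 (-3.80). DEPDC1 went from 19.9 ± 4.08 CPM (SD, n = 3) to 1.03 ± 0.27 CPM (SD, n = 3), with a standard error of 0.19 and an adjusted p of 2.96e-12 in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. RPL30 went from 340 ± 17.5 CPM (SD, n = 3) to 23.0 ± 2.08 CPM (SD, n = 3). Each of these genes had all of its siAATF values on one side of its siControl values. The 3′UTR of RPL30, of 80 bases, carries 2 copies of a 7-base sequence that is also present in the AATF transcript. That sequence came from a scan chosen only after the results were seen. The 162 other genes with at least 2 copies had a median log2 fold change of only -0.075, and none was below -2.31.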

Differential expression analysis resulted in a total of 2427 modulated genes, including 1258 up-regulated (*q*-value < 0.05 and log2FC > 0.7) and 1169 down-regulated transcripts (*q*-value < 0.05 and log2FC < −0.7) (Fig. S4B). Gene Ontology analysis of the most up-regulated genes revealed an enrichment of pathways, i.e. PI3K–Akt, calcium signalling, lysosomal and AGE–RAGE pathways, which collectively suggest the activation of stress-response and pro-survival programmes capable of sustaining cell viability even under the cell-cycle arrest induced by AATF silencing (Fig. S4C). On the other hand, pathways essential to sustain the proliferation of rapidly dividing cells, including carbon metabolism and amino acids biosynthesis, were found down-regulated in response to AATF depletion (Fig. 3C). In particular, the intersection of the RNA-seq-downregulated genes and an OXPHOS-associated signature, revealed that AATF depletion is associated with a consistent downregulation of the expression of most genes of this signature (53 out of 66) (Fig. 3D). 

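The pathways were examined with gene lists fixed in advance, because the KEGG tables behind Fig. S4C were not used here. Each list was tested with camera of limma, which compares the genes of a list with all other tested genes at a preset correlation between genes of 0.01. It was also tested for enrichment among the 1079 genes called higher with a log2 fold change of at most 1.4, the window in which the study searched for ontologies, by a one-sided Fisher's exact test against all tested genes. Both p-values were adjusted by the Benjamini-Hochberg method over the lists.

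Of the up-regulated pathways that the study names, the largest shift was found for the lysosomal genes. Of 69 lysosomal genes, 62 were higher after AATF silencing, with a median log2 fold change of 0.48 (camera, adjusted p = 1.48e-13), and 14 lay in the window where 4.86 were expected (Fisher's exact test, adjusted p = 0.00598). None of 10000 random lists of the same size and mean expression reached this median. LIPA rose from 148 ± 6.08 to 281 ± 5.73 CPM (SD, n = 3 each), a log2 fold change of 0.92 with a standard error of 0.048 and an adjusted p of 8.76e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among 66 genes of AGE–RAGE signalling, 42 were higher, with a median of 0.13 (camera, adjusted p = 0.00481), and 12 lay in the window against 4.65 expected (Fisher's exact test, adjusted p = 0.0220). TGFBR1, of this list, rose by a log2 fold change of 1.97 (standard error 0.056). Without the genes that this list shares with PI3K–Akt signalling, the median of the other 55 was 0.10.

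For PI3K–Akt signalling, 59 of 89 genes were higher, with a median of 0.17 (camera, adjusted p = 0.00109). A median as high was found in 0.04% of the random lists. In the window, 12 of its genes were found against 6.27 expected, which was not under 0.05 after adjustment (Fisher's exact test, adjusted p = 0.161). Without a filter on low counts this enrichment had an adjusted p of 0.0123, with at least 10 counts in every sample 0.0475, and over all genes called higher, 19 of them in the list, 0.00304 (Fisher's exact test), and over all alternatives it lay between 0.00304 and 0.821. EFNA1 of this list rose from 64.2 ± 4.01 to 248 ± 11.0 CPM (SD, n = 3 each). The calcium signalling list was not shifted as a whole relative to the other genes. Of its 69 genes, 36 were higher and 33 lower, with a median of 0.0054 (camera, adjusted p = 0.275), and 9 were in the window against 4.86 expected (Fisher's exact test, adjusted p = 0.287). Its median was -0.0079 after correction for gene length. Single members such as PLCG1 (log2 fold change 1.07, standard error 0.053) and ORAI3 (1.05, standard error 0.064) were called higher.

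The camera test called 19 of the 22 lists analysed. With the correlation between genes estimated from the data, camera called 0 of them, with adjusted p-values between 0.126 and 0.897 and 7 lists under an unadjusted p of 0.05. The rotation test fry asks whether the genes of a list shift in a common direction, without comparing them with other genes. It called 21 lists, calcium signalling included (fry, adjusted p = 0.000705, with a range from 0.000705 to 0.445 over the alternatives of that list).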

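Down-regulated pathways were tested in the same way, with the 834 genes called lower down to a log2 fold change of -1.4 as the window. The amino acid biosynthesis list was the most shifted of the metabolic lists. Of 29 genes tested, 24 were lower, with a median log2 fold change of -0.73 (camera, adjusted p = 2.90e-07), and 12 were in the window where 1.58 were expected (Fisher's exact test, adjusted p = 1.52e-07). PHGDH, the first enzyme of serine synthesis, went from 37.6 ± 5.21 to 7.38 ± 0.50 CPM (SD, n = 3 each), a log2 fold change of -2.35 with a standard error of 0.098 and an adjusted p of 8.33e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Asparagine synthetase (ASNS) had a log2 fold change of -1.99 (standard error 0.079), PYCR1 of -1.35 (standard error 0.077) and SHMT2 of -1.20 (standard error 0.066).

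The carbon metabolism list fell by less. Of 58 genes, 45 were lower, with a median of -0.24 (camera, adjusted p = 0.000114), and a median as low was found in 0.02% of the random lists. In the window, 7 of its genes were found against 3.16 expected, with an adjusted p of 0.0745 (Fisher's exact test). This adjusted p was 0.0138 without a filter on low counts and 0.0258 with the Wald test of DESeq2 (Fisher's exact test), within a range from 0.0138 to 0.319 over the alternatives. Carbon metabolism and amino acid biosynthesis share 5 genes. One carbon pool by folate, which is shown in Fig. 3C, had a median of -0.42 over 17 genes (camera, adjusted p = 0.000168) and 5 genes in the window against 0.926 expected (Fisher's exact test, adjusted p = 0.00535), but 3 genes and an adjusted p of 0.108 without siControl replicate 2, within a range from 0.00161 to 0.108 over the alternatives. MTHFD2, of the one carbon list, went from 396 ± 14.5 to 131 ± 1.30 CPM (SD, n = 3 each), where 30.1% of its exon bases lie opposite exons of SLC4A5. Nucleocytoplasmic transport had a median of -0.33 over 65 genes, of which 57 were lower, and 11 in the window against 3.54 expected (Fisher's exact test, adjusted p = 0.00387).

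**Figure D1:**
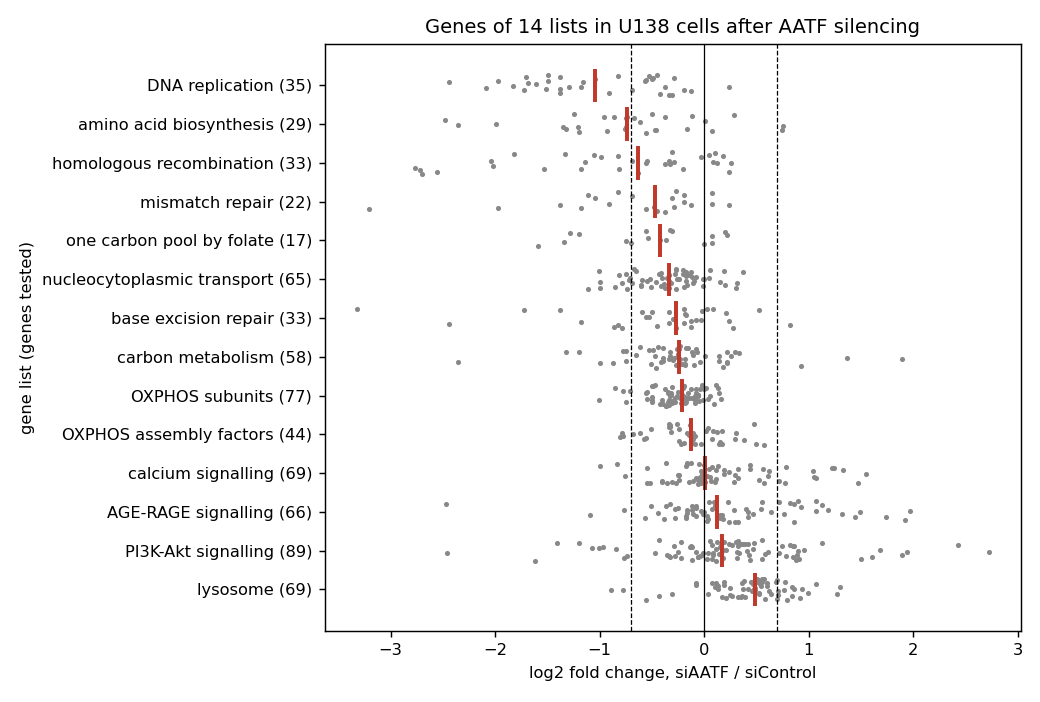
Log2 fold change of siAATF against siControl (horizontal axis) of each gene (grey point) in 14 gene lists (vertical axis, with the number of genes tested), in U138 cells. Red bars mark the median of a list and dashed lines the log2 fold changes of -0.7 and 0.7; the medians run from -1.04 for DNA replication to 0.48 for the lysosome.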

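The genes of the OXPHOS-associated signature are not listed in the paper's text, so the expression of a list of 77 nuclear-encoded genes of the respiratory complexes and the ATP synthase was examined, which does not hold every isoform. The 13 subunits encoded by mitochondrial DNA were not analysed here. Of the 77 genes, 69 had a lower mean after AATF silencing and 8 a higher one. At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 47 genes were lower and 1 was higher. Adjusted over the list alone, 48 were lower and 1 higher. The median log2 fold change was -0.21, with an interquartile range from -0.36 to -0.08 (camera, adjusted p = 9.46e-07), and 0.05% of 10000 random lists of the same size and mean expression had a median as low.

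The changes were smaller than the threshold of -0.7 in most genes, and 5 subunits were below it. These were NDUFB10 (log2 fold change -0.85, standard error 0.081), SDHD (-0.78, standard error 0.065), ATP5MC1 (-0.75, standard error 0.071), ATP5PB (-0.71, standard error 0.055) and, chosen after its value was seen, COX8A (-1.0). Leaving out siControl replicate 2 brought their number to 3. In the window from -0.7 to -1.4, 5 subunits against 4.19 expected gave no enrichment (Fisher's exact test, adjusted p = 0.634). The gene length correction moved the tally by direction most, to 59 of the 77 genes lower. In a list of 44 assembly factors of the complexes, 29 were lower, with a median of -0.12 (camera, adjusted p = 0.106).

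From the overlap of the down-regulated genes with its signature (Fig. 3D), the paper states that most genes of the signature fall when AATF is depleted, and it followed the mRNAs of 5 of them by qRT-PCR and the proteins of the complexes by immunoblot.

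**Figure D2:**
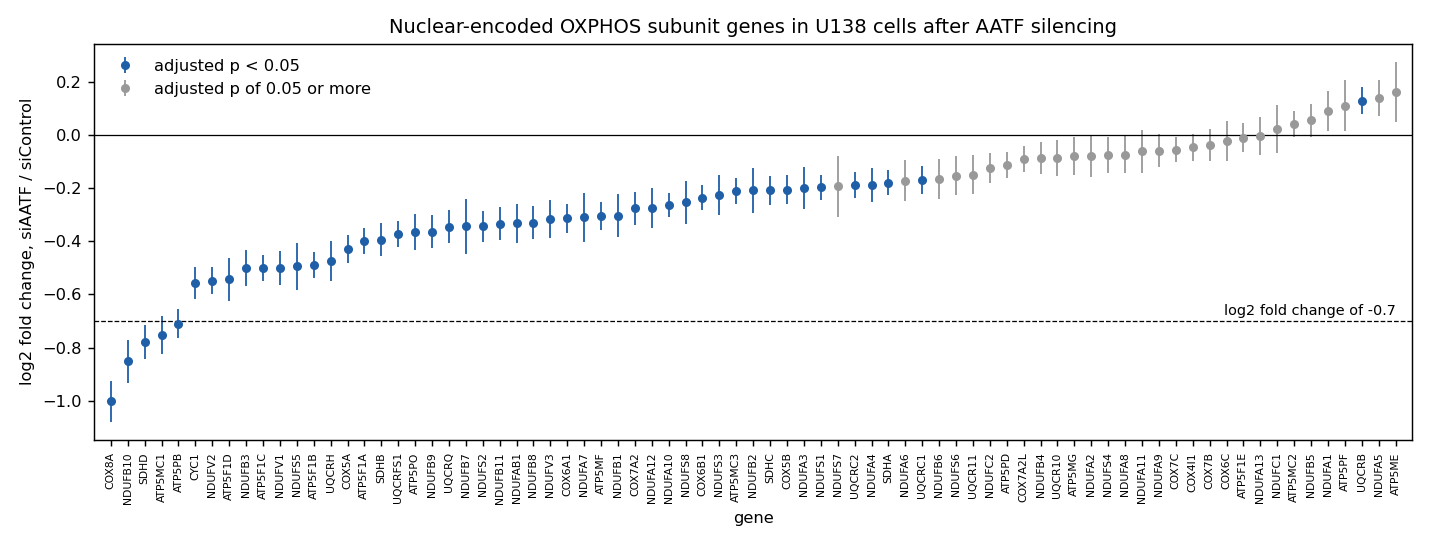
Log2 fold change of siAATF against siControl in U138 cells (vertical axis, points, with bars for the standard error) of the 77 genes in the list of nuclear-encoded OXPHOS subunits (horizontal axis), ordered by value. Blue points have an adjusted p under 0.05; 69 points lie below 0 and 5 below the dashed line at -0.7.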

Interestingly, when we compare our signature with RNAseq experiments conducted in KMS27 [46] and BIU87 (GSE248071) cell lines depleted for AATF expression, we did not observe any overlap, suggesting that the modulation of OXPHOS signature occurs specifically in glioblastoma cells (Fig. S4D). The downregulation of five of the OXPHOS genes, indicated in Fig. S4E, was confirmed by q-RT PCR in different GBM cell lines depleted or not for AATF expression (Figs. 3E and S4F). Conversely, over-expression of AATF resulted in an increased expression of these genes (Fig. 3F). Moreover, immunoblot analysis with a Total OXPHOS Antibody Cocktail kit, containing antibodies against one subunit from each of the five complexes (I—V) of the OXPHOS system, revealed that AATF silencing leads to a decrease in the amount of all the components of the OXPHOS complexes compared to control (Fig. 3G), supporting the functional relevance of this protein in regulating mitochondrial respiration. In agreement with the role of AATF in sustaining OXPHOS gene expression, in silico analysis highlighted a positive correlation between AATF and OXPHOS gene expression in GBM patients (Fig. S4G).

**Fig. 3:**
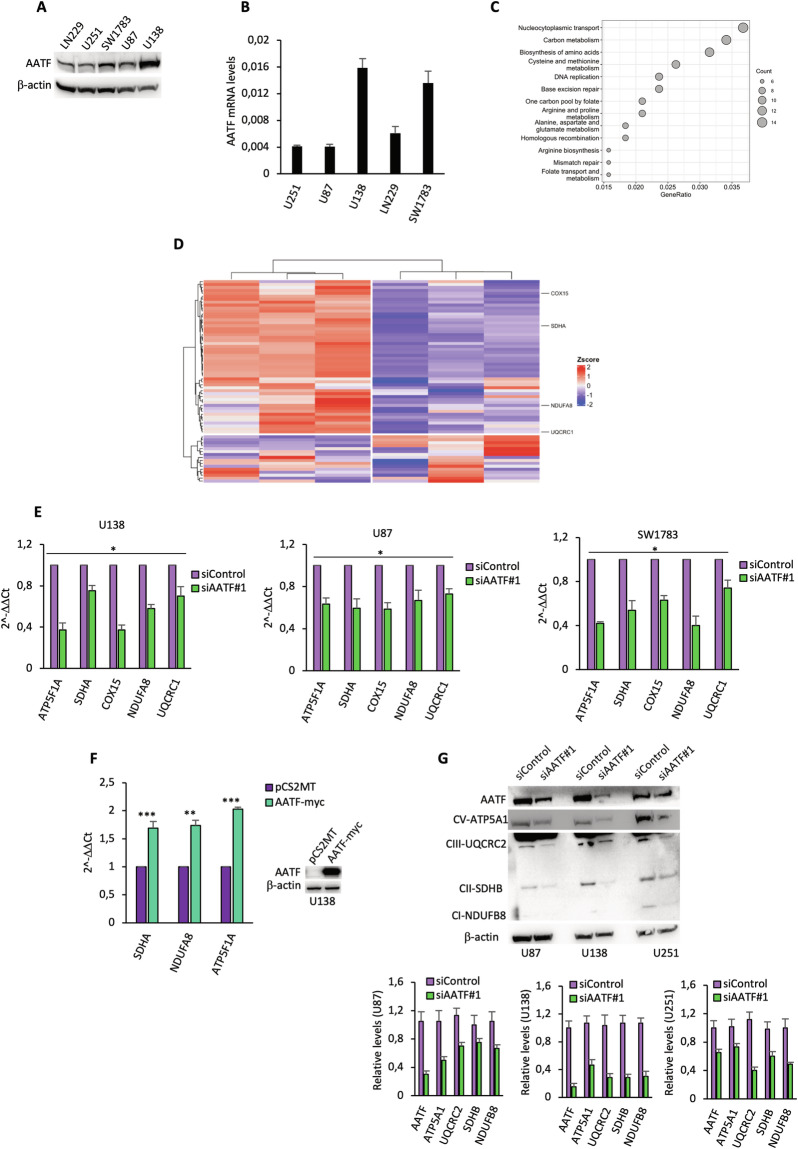
AATF regulates OXPHOS gene expression in GBM cells. **A** Representative WB of AATF expression in total cell extracts of different GBM cell lines. Proteins extracted from the same number of cells were loaded. β-actin was used as loading control. **B** qRT-PCR analysis of AATF mRNA levels in the indicated cell lines. The quantification of the absolute expression of AATF mRNA was obtained by the comparative Ct method (2^−ΔCt^ method) [68]. **C** The scatterplot represents the ontologies enrichment analysis of siAATF down-regulated genes. The *x*-axis represents the GeneRatio (the proportion of input genes associated with each GO term), dot size reflects the number of genes contributing to the term. **D** Heatmap derived from the intersection of RNAseq-detected downregulated genes and an OXPHOS-associated signature. Unsupervised clustering divides samples into two clades according to the Z-score (TMM) value of gene expression. **E** qRT-PCR analysis performed in the indicated GBM cell lines transfected with siRNA targeting AATF (siAATF #1) or with a siRNA for a control sequence (siControl), to validate the downregulation of the selected OXPHOS genes showed in the heatmap. **F** qRT-PCR (right panel) and relative WB analyses performed on U138 cells transfected with AATF-myc expressing vector or with a control vector (pCS_2_MT). **G** Top: representative WB with the indicated antibodies of total cellular extracts from GBM cell lines treated as in E. Bottom: bar plot showing the expression of the indicated proteins calculated by densitometric analysis of three independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, n.s. not significant.

### AATF sustains mitochondrial respiration in GBM cells

The downregulation of OXPHOS gene expression observed upon AATF depletion prompted us to assess its activity on mitochondrial functions and structure, starting with the analysis of mitochondrial respiration. To this aim, oxygen consumption rate (OCR), a key indicator of mitochondrial respiration, was evaluated in U87, U138 and U251 cells depleted or not for AATF expression (Fig. S5A), using the Seahorse Mito Stress Test. Interestingly, AATF-depleted cells displayed a significantly lower respiration both at basal level and upon treatment with selective mitochondrial inhibitors (Figs. 4A and S5B). In agreement with these results, ATP levels were also decreased in AATF-silenced GMB cells compared to control ones (Fig. 4B). Significantly, in accordance with previous reports [41, 43, 55–57], we found that AATF silencing induces a significant increase in the amount of reactive oxygen species (mROS), detected by staining with the specific mitochondrial-ROS probe MitoSox and with the fluorescent probe DCFDA (Figs. 4C and S5C, D). Moreover, treatment of AATF-depleted cells with the ROS scavenger MitoTempo, partially rescued the proliferation arrest induced by AATF depletion (Figs. 4D and S5E) while simultaneously reducing ROS accumulation (Figs. 4E and S5F), supporting a role for mitochondrial ROS in mediating the effects of AATF loss. Since OXPHOS gene expression is closely linked to mitochondrial activity, influencing both structural and functional organisation [58], we analysed mitochondrial architecture in U138 cells depleted or not for AATF expression. To this aim, we stained GBM cells with Mitotracker Red CMXRos, a specific dye that passively diffuse across the plasma membrane and accumulate in active mitochondria. Notably, while most of the control cells display a filamentous, interconnected mitochondrial network, upon AATF-depletion we observed, similarly to the effect of the respiratory poison, antimycin, an increase of cells exhibiting a “ring-shaped” mitochondrial network, considered a typical hallmark of mitochondrial dysfunction [59–61], and a concomitant decrease of Saddle, Edges, and Ridges (SER) values, indicative of a change in mitochondrial morphology (Figs. 4F and S6A, B). Furthermore, expression analysis of genes involved in the regulation of mitochondrial fusion and fission events revealed that AATF depletion is associated with up-regulation of the fission-related genes FIS1, DNM1L and MFF, in line with the notion that enhanced ROS accumulation triggers mitochondrial fragmentation (Fig. S6C). Altogether, these results clearly show that AATF is required for efficient mitochondrial respiration and maintenance of a proper mitochondrial network in GBM cells.

**Fig. 4:**
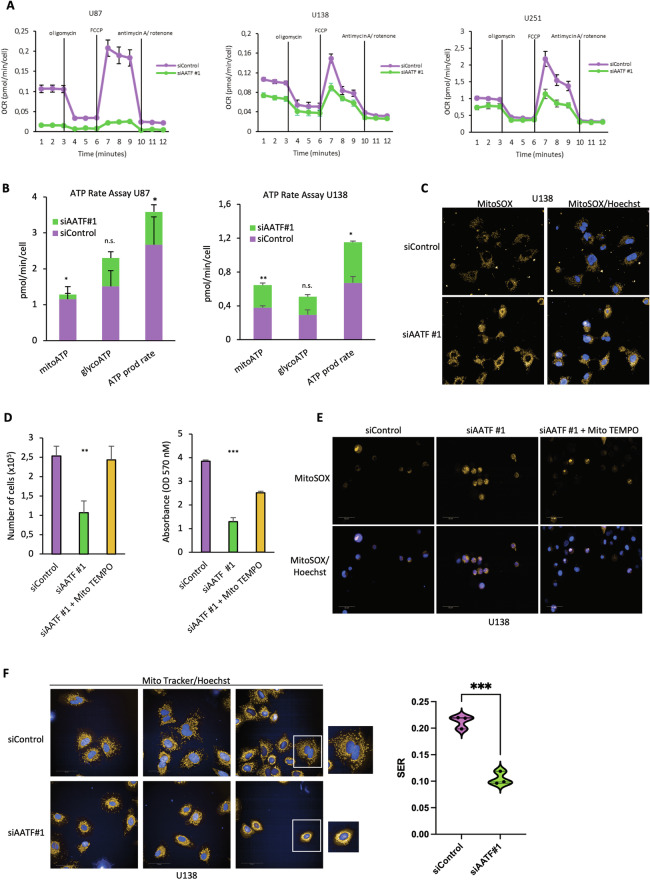
AATF sustains mitochondrial respiration in GBM cells. **A** Different GBM cell lines transfected with AATF siRNA #1 or negative control were analysed using Cell Mito Stress Test, 72 h after transfection. OCR was measured followed by the consecutive injections of oligomycin (1 µM), FCCP (0.5 µM), and antimycin A (0.5 µM)/rotenone (0.5 µM), and normalised to manually counted cells. **B** ATP production rates calculated for U87 and U138 cells treated as in A (*n* = 3 biological replicates). **C** Representative confocal images of U138 cells treated as in A and stained with the mitochondrial superoxide indicator MitoSOX and acquired with confocal Opera Phenix High Content Screening System using a 40x air objective. Nuclei were counterstained with Hoechst dye. **D** Left: proliferation assay performed by counting, with Countess 3 Cell Counter (Thermo Fisher Scientific), U138 cells depleted or not for AATF expression and treated or not with Mito TEMPO 100 µM for 24 h before analysis. Right: cell viability was evaluated using MTT assay in the same cells described above. **E** Representative confocal images of U138 cells treated as in (**D**) and stained with Mito SOX and Hoechst dye and acquired with confocal Opera Phenix High Content Screening System using a 40× air objective. **F** Left: representative confocal images of U138 cells treated as in A and stained with Mito Tracker Red CMX Ros (mitochondria labelling) and Hoechst dye (nuclei staining). Automated confocal microscopy was performed using Opera Phenix High Content Screening System with a 63× objective. Right: quantification of mitochondria morphological changes using SER texture analysis on Harmony analysis software and represented using violin plots. Data are presented as the mean ± SD of three independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, n.s. not significant.

### AATF binds to the OXPHOS gene promoters and promotes their transcription through NRF-1

Nuclear Respiratory Factor 1 (NRF-1) is a transcriptional factor mainly involved in controlling the expression of genes encoding the respiratory chain proteins [62, 63]. A previous analysis performed in our laboratory revealed that AATF could be found on chromatin regions enriched for binding motifs of NRF-1 [46]. Based on this evidence, we hypothesised that AATF could regulate the transcription of the OXPHOS genes by binding their promoter at the NRF-1 binding sites. Therefore, we carried out Chromatin Immunoprecipitation (ChIP) experiments in U138 cells with a specific antibody against AATF. Quantitative real-time analysis of the immunoprecipitated DNA using primer pair sets spanning the promoter region containing the binding motif for NRF-1 of selected OXPHOS genes, enabled us to demonstrate that AATF indeed regulate their expression by binding these promoter regions. The specificity of this association was confirmed with control ChIP with a non-specific antibody that did not show any significant enrichment (Fig. 5A). Notably, the expression of NRF-1, similarly to that of AATF, has been associated with progression and prognosis of GBM [27, 28]. Interestingly, a correlation analysis of the expression of AATF and NRF-1 on GBM patients revealed a positive (R: 0.52) and significant (*P*-value = 1.3e-12) correlation between these two proteins (Fig. 5B). This evidence was also confirmed in GBM cell lines as revealed by analysis of data from DepMap portal (Fig. 5C). To further investigate the relationship between AATF and NRF-1, we analysed NRF-1 expression levels in several GBM cell lines depleted or not for AATF expression. As shown in Fig. 5D, in some cases, AATF depletion was associated with a decrease in NRF-1 protein levels. To clarify whether this downregulation was exerted at transcriptional or translational level, NRF-1 transcript levels were analysed in AATF-depleted GBM cells. Interestingly, AATF does not significantly affect NRF-1 transcription (Fig. S7A), however, treatment with the proteasome inhibitor MG132 partly rescued the AATF-induced down-regulation of NRF-1 suggesting that AATF may control NRF-1 expression level through a post-translational mechanism involving proteasome degradation (Fig. S7B). Moreover, subcellular fractionation showed that AATF silencing also leads to a redistribution of NRF-1 from the nuclear to the cytoplasmic compartment (Fig. S7C). To gain further insight into the AATF/NRF-1interplay, we investigate whether the two proteins were able to interact. To this aim, we performed co-immunoprecipitation experiments with total cell extracts of U251 and U138 cells. As shown in Figs. 5E and S7D, NRF-1 was detected in AATF precipitate, thus indicating an interaction between the two proteins. Moreover, this interaction was also confirmed in reciprocal co-immunoprecipitation experiments (Figs. 5E and S7D), and by PLA, in which protein-protein interactions are visualised as discrete spots by fluorescence microscopy (Figs. 5F and S7E). Therefore, according to these results, we hypothesised that NRF-1 could mediate AATF association to the promoter region of the OXPHOS genes. To confirm this hypothesis, we performed ChIP experiments using anti-AATF antibody in U138 cells depleted or not for NRF-1 expression. As shown in Fig. 5G, NRF-1 depletion induces an important reduction in the amount of AATF on the promoters of OXPHOS genes. Altogether, these results reveal that AATF binding to OXPHOS gene promoters is mediated by NRF-1, showing a functional relationship between these two proteins.

**Fig. 5:**
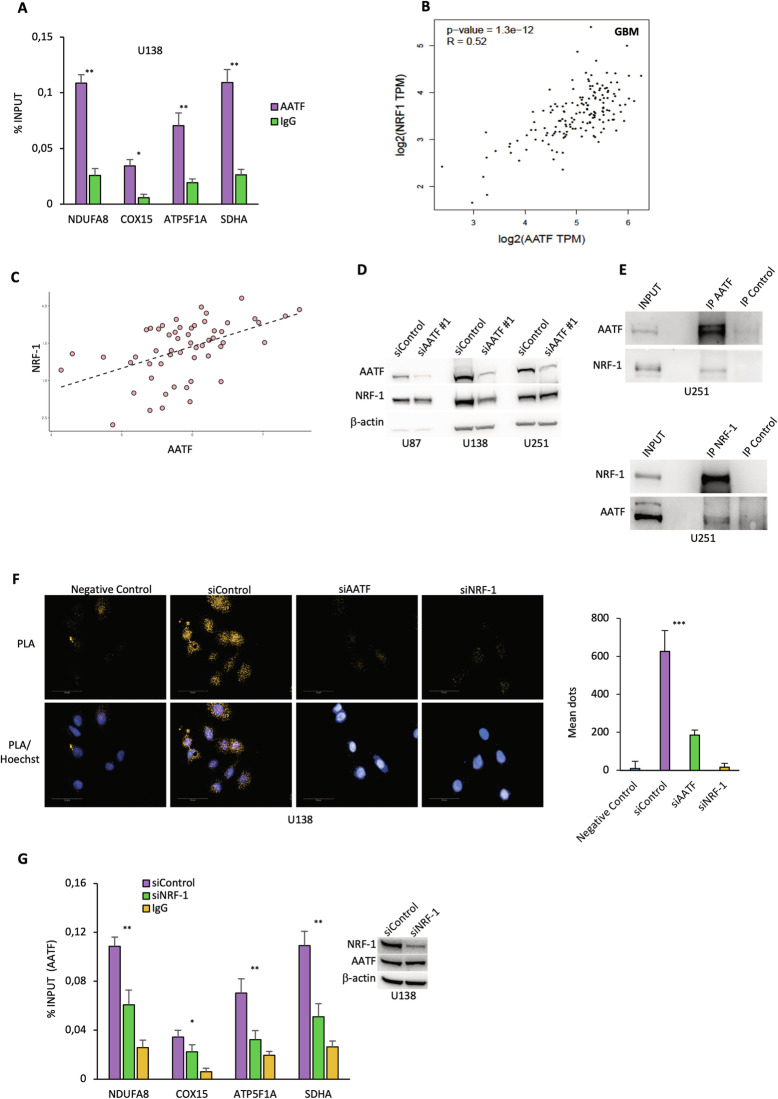
AATF binds to the OXPHOS gene promoters and promotes their transcription through NRF-1. **A** AATF binding on different OXPHOS gene promoters was evaluated by Chromatin Immunoprecipitation (ChIP) assays with a specific AATF antibody in U138 cells. The percentage of precipitated DNA was evaluated by qRT-PCR and calculated based on the ChIP input. **B** Correlation analysis of AATF and NRF-1 expression in GBM patients using the GEPIA tool. **C** Scatterplot representing the relationship between AATF and NRF-1 expression across Glioblastoma cell lines derived from the DepMap portal. The dashed line indicates a positive correlation (Pearson correlation = 0.49) between the expression of the two genes. **D** Representative WB of total cellular extracts from different GBM cell lines depleted or not for AATF expression. β-actin was used as loading control. **E** Nuclear extracts from U251 cells were subjected to immunoprecipitation with either AATF (top) or NRF-1 (bottom) antibodies. Immuno-precipitated complexes were then analysed by WB with the indicated antibodies. Input corresponds to 10% of the total extract used for immunoprecipitation. **F** Representative images showing the interaction between AATF and NRF-1 revealed by PLA in U138 cells depleted or not for AATF or NRF-1 expression. Negative control was performed by omitting NRF-1 primary antibody, whilst nuclei were stained with Hoechst dye. **G** AATF occupancy at OXPHOS gene promoters was evaluated by ChIP assay with a specific AATF antibody in U138 cells depleted or not for NRF-1 expression. The amount of precipitated DNA was evaluated by qRT-PCR and calculated based on the ChIP input. Data are presented as the mean ± SD of three independent experiments. Western blot shows the transfection efficiency of the experiment previously described. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, n.s. not significant.

### AATF is required for NRF-1 -dependent OXPHOS gene transcription

To further elucidate the molecular mechanism through which AATF regulates the NRF1-dependent transcription of the OXPHOS genes, we evaluated whether it could also affect NRF-1 occupancy on their promoters. To this aim, we performed ChIP-seq experiments in U251 cells depleted or not for AATF expression, using a specific NRF-1 antibody. As shown in Fig. 6B, AATF downregulation does not completely impair NRF-1 binding to most of its specific recognition motifs, suggesting that while NRF-1 recruitment to OXPHOS gene promoters is necessary, it is not sufficient for transcriptional activation in the absence of AATF (Fig. 6A, B, C). Since AATF can regulate transcription by modulating RNA Polymerase II recruitment onto DNA as well as chromatin accessibility [29, 46], we verified whether it could affect these events also in this circumstance. To this aim, we performed ChIP experiments in GBM cells depleted or not for AATF expression, with antibodies against NRF-1 and RNA Pol II phosphorylated at ser 5 (Pol II S5), which specifically localises at promoter regions. As shown in Fig. 6D, E, while NRF-1 binding to the promoter of four selected OXPHOS genes does not change, RNA polymerase II S5 was recruited to a significantly lesser extent in AATF depleted cells. Consistent with these results co-immunoprecipitation experiments revealed that binding of RNA pol II S5 to NRF-1 decreases upon AATF silencing (Fig. S8A). Furthermore, analysis of the chromatin accessibility of these promoters showed a decrease in the acetylation levels of H3K27 (Fig. 6F), a histone modification commonly associated with a more relaxed chromatin [64], and a concomitant increase in the methylation levels of H3K9me3 (Fig. 6G), a marker of heterochromatin [65], upon AATF depletion. Furthermore, in line with previous reports [46], AATF depletion induced a global histone 3 acetylation reduction with a concomitant increase in H3K27 methylation levels (Fig. S8B). Overall, these findings indicate that AATF regulates OXPHOS gene transcription by affecting the recruitment of RNA polymerase II and by modifying chromatin accessibility at NRF-1 binding sites.

**Fig. 6:**
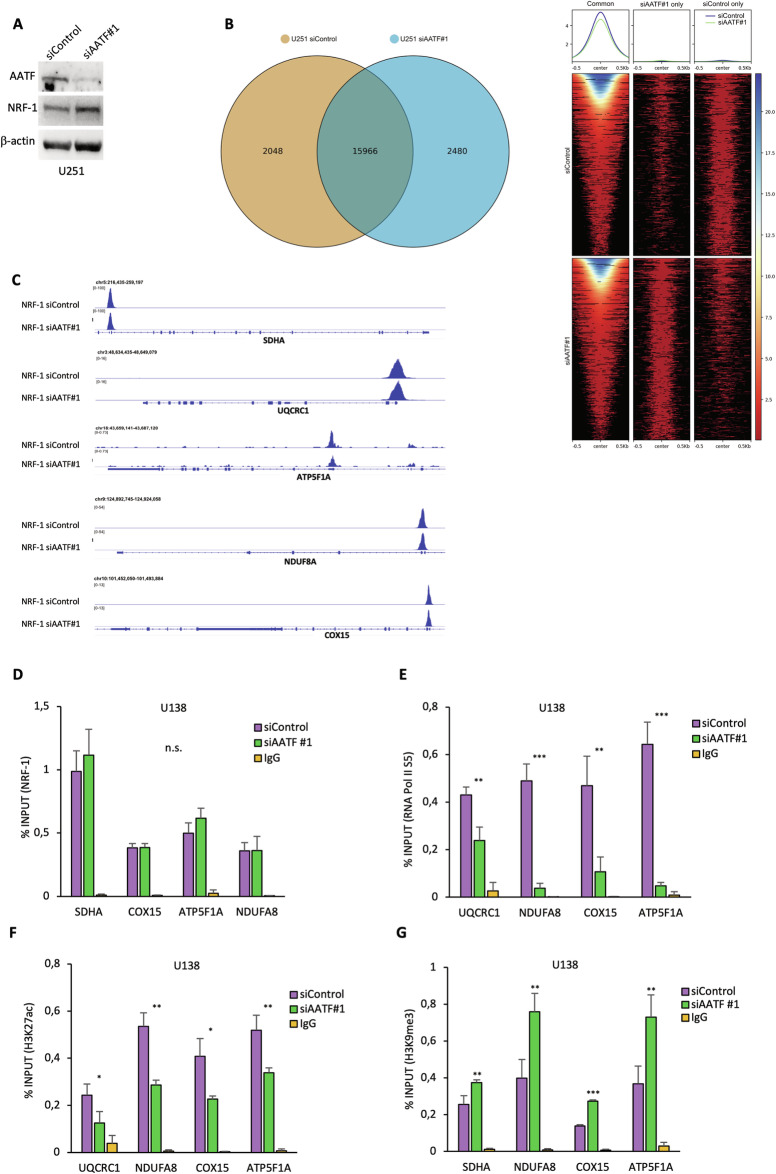
AATF is required for NRF-1- dependent OXPHOS gene transcription. **A** WB with the indicated antibodies of U251 cells transiently transfected with siControl or siAATF #1 oligonucleotides and subjected to ChIP-seq using anti-NRF-1 antibody. **B** Left: Venn diagram representing the intersection of peaks detected in NRF-1 ChIP-seq of siControl and siAATF cells. Right: NRF-1 ChIP-seq signal intensity of common and condition-specific peaks in siControl and siAATF cells. **C** NRF-1 ChIP-seq signal in siControl and siAATF #1 samples at SDHA, UQCRC1, ATP5F1A, NDUFA8, COX15 loci. **D** U138 cells transiently transfected with siControl or siAATF #1 oligonucleotides for 72 h were subjected to ChIP assay with a specific NRF-1 antibody. The amount of precipitated DNA was evaluated by qRT-PCR and calculated based on the ChIP input. **E** Pol II S5 occupancy at OXPHOS gene promoters was evaluated by ChIP assay in U138 cells depleted or not for AATF expression as described in (**D**). **F**, **G** U138 cells treated as in (**D**) were subjected to ChIP assay with specific antibodies for H3K27ac (Histone H3 acetylated at lysine 27) or H3K9me3 (Histone H3 trimethylated at lysine 9). Data are presented as the mean ± SD of three independent experiments. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, n.s. not significant.

## Discussion

Metabolic reprogramming has been recognised as a key feature of malignant tumours. However, even if most cancer cells exhibit enhanced aerobic glycolysis to support their rapid growth and survival, an increasing number of studies is now showing that many tumours prioritise mitochondrial respiration as primary energy source [7, 8]. Consistently, upregulation of genes responsible for the OXPHOS pathway has been observed in different types of cancers and it has been associated with treatment resistance and poorer survival [3, 4]. In the present study, we explore the role of the transcriptional cofactor AATF in the regulation of proliferation and OXPHOS gene expression in GBM. Although a previous report has highlighted an upregulation of this protein in GMB tumour compared to normal tissue [50], its specific functions have only been partially identified. Here, we provide evidence that AATF is not only upregulated in GBM, but its high expression is also associated with adverse prognosis. Notably, we demonstrate that AATF downregulation induces cell cycle arrest of GBM cells, coupled with a decreased expression of the OXPHOS components as well as decreased mitochondrial respiration. Moreover, AATF-depleted cells showed a marked reduction in their ability to form colonies, in vitro and to induce tumour formation in vivo. Mechanistically, we found that AATF binds the promoters of the OXPHOS genes through a specific interaction with the transcription factor NRF-1 and promotes transcription by modulating their epigenetic state as well as RNA polymerase II recruitment. AATF is known to modulate transcription by interacting with specific transcription factors [35]. Here we identified this protein as a novel binding partner of NRF-1, with a fundamental role in NRF-1- dependent transcription of the OXPHOS genes. NRF-1 is a master regulator of mitochondrial functions regulating transcription of many nuclear-encoded genes required for mitochondrial biogenesis and respiratory functions, including mitochondrial transcription factor A (TFAM), which regulates mitochondrial DNA replication and transcription [66]. Interestingly, ChIP-seq data produced using a specific anti-AATF antibody revealed a strong association of AATF with TFAM promoter at NRF-1 binding motif, suggesting a much broader role for AATF/NRF-1 interaction in the regulation of mitochondrial activities [46]. Further experiments are surely needed to better investigate this interaction in the setting of GBM and to explore its functional roles. Indeed, since both AATF and NRF-1 participates in many cellular pathways involved in proliferation and survival, it will be interesting to verify whether they may cooperate to integrate mitochondrial functions to other pathways involved in GBM development and progression. Notably, the complex AATF/NRF-1 can be surprisingly detected not only in the nucleus but also in the cytoplasm (Fig. 5F), suggesting the existence of a more complex relationship between the two proteins. Indeed, we provide evidence that AATF could modulate NRF-1 stability and subcellular localisation, affecting at least in part NRF-1 presence onto the DNA. However, the mechanisms underlying these phenomena have not been clarified and need additional investigation. Hence, in-depth characterisation of AATF/NRF-1 interaction, including mapping the protein domains responsible for the binding and identifying the post-translational modifications driving it, will help to elucidate the functional impact of this complex in GBM tumorigenesis and could provide important insights for the design of targeted strategies for its inhibition. Consistent with the ability of AATF to induce transcriptionally active chromatin [46], we demonstrate that its depletion modulates the epigenetic state at the NRF-1 binding sites of OXPHOS gene promoters. The molecular mechanisms underlying this phenomenon are not yet clear and require further investigation. Since AATF depletion is associated with a global reduction in histone H3 acetylation levels, it is likely that it may involve Class I Histone Deacetylase recruitment, as demonstrated in other contexts [29, 34, 36, 46]. However, other possibilities cannot be excluded. First, AATF is part of complexes containing acetyltransferases [67], thus it could modulate chromatin accessibility by affecting also this class of enzymes. Moreover, the reduction in ATP levels observed in AATF-depleted cells as well as the possible alteration in NAD^+^/NADH ratio due to OXPHOS inhibition, could affect the activity of ATP-dependent chromatin remodelling enzymes and sirtuins, respectively. One of the main challenges in the management of GBM is its resistance to treatments. A recent study by Mi et al., demonstrates that AATF contributes to chemoradiotherapy resistance of glioblastoma stem cells by promoting efficient DNA repair [53]. In line with this report, we provide evidence that AATF depletion increases cell sensitivity to temozolomide, an alkylating agent currently used in GBM treatment. Furthermore, our RNA-seq enrichment analysis revealed a downregulation of the base excision repair pathway upon AATF depletion, suggesting that this protein may not only sustain cellular proliferation through OXPHOS regulation but also contributes to cell survival by modulating different pathways involved in the maintenance of genomic stability. In this context, it is worth to highlight that upregulation of OXPHOS pathways has also been linked to pharmacological resistance [7], hence, AATF may contribute to the maintenance of the resistant phenotype through this pathway as well. 

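The base excision repair list held 33 genes that could be tested. Of these, 26 were lower after AATF silencing, 20 at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5 were higher at that level. The median log2 fold change was -0.27 (camera, adjusted p = 0.000335), and 0.16% of the random lists had a median as low. In the window from -0.7 to -1.4 there were 5 of its genes against 1.80 expected, with an adjusted p of 0.0696 (Fisher's exact test). That adjusted p was 0.0154 without a filter on low counts, 0.0258 with the Wald test of DESeq2 and 0.0104 over all 8 genes of the list called lower (Fisher's exact test), and over all alternatives it lay between 0.0104 and 0.234. NEIL3, a DNA glycosylase, went from 34.5 ± 3.35 to 3.50 ± 0.76 CPM (SD, n = 3 each), a log2 fold change of -3.33. The flap endonuclease FEN1 had a log2 fold change of -1.38 (standard error 0.066), POLE of -1.72 (standard error 0.077) and POLD2 of -1.18 (standard error 0.072). Base excision repair shares 11 genes with DNA replication, and the median of the other 22 genes was -0.15.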

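Among the 14 lists for pathways of the study, the genes of DNA replication moved furthest. Of 35 genes tested, 34 were lower after AATF silencing and 33 were lower at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their median log2 fold change was -1.04 (camera, adjusted p = 8.03e-14), which none of the 10000 random lists reached. In the window from -0.7 to -1.4 there were 9 of them against 1.91 expected (Fisher's exact test, adjusted p = 0.000579). MCM5, a subunit of the replicative helicase, went from 44.9 ± 3.50 CPM (SD, n = 3) to 10.5 ± 0.87 CPM (SD, n = 3), a log2 fold change of -2.09 with a standard error of 0.079. MCM4 changed by -1.83 and MCM2 by -1.49 on the log2 scale, with standard errors of 0.057 and 0.059.

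Homologous recombination and mismatch repair, which bear on genome integrity, had medians of -0.63 over 33 genes and -0.47 over 22 genes (camera, adjusted p = 1.99e-07 and 1.78e-06). BRCA1 went from 85.8 ± 6.68 to 21.2 ± 1.58 CPM (SD, n = 3 each), and EXO1 from 30.3 ± 3.68 to 3.27 ± 0.38 CPM (SD, n = 3 each). The median of homologous recombination was -0.81 over the 25 genes that it does not share with DNA replication, while mismatch repair had only 7 genes of its own, with a median of -0.27.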

Although this study focused on the regulation of OXPHOS genes by AATF, RNA-seq analysis clearly revealed that its depletion triggers a complex cellular response involving pathways that directly affect DNA replication and genome integrity maintenance as well as anabolic metabolism. This evidence strongly supports AATF’s central role in GBM cell proliferation and suggests therapeutic approaches based on its downregulation. However, no compounds capable of inhibiting its activity have been identified to date, and the lack of a 3D structure makes their identification particularly challenging. Therefore, a detailed investigation of the molecular mechanisms underlying AATF upregulation during GBM progression will be essential to identify effective strategies for restoring its expression to physiological levels.

## Supplementary information

Supplementary information

Original western blots

## Data Availability

High Through- put Sequencing data (RNA-seq, ChIP-seq) generated in this work have been submitted to the National Cancer Center for Biotechnology Information (NCBI) Gene Expression Omnibus database and assigned the identifier numbers: GSE299968 (RNAseq) and GSE299967 (ChIPseq). All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

# Supplementary material for: AATF supports proliferation of glioblastoma cells by sustaining mitochondrial respiration through an NRF-1-dependent mechanism
**Source:** Cell Death Dis. 2026 Mar 24;17(1):349. doi: 10.1038/s41419-026-08617-0
**Supplement:** Supplementary file 1 — Supplementary information

## SUPPLEMENTARY INFORMATION

### **AATF supports proliferation of glioblastoma cells by sustaining mitochondrial respiration through an NRF-1-dependent mechanism**

Cristina Sorino<sup>1✉</sup>, Stefano Di Giovenale<sup>1,4</sup>, Francesca Romana Auciello<sup>2</sup>, Claudio Pulito<sup>2</sup>, Federica Lo Sardo<sup>2</sup>, Stefano Scalera<sup>3</sup>, Francesca De Nicola<sup>1</sup>, Valeria Catena<sup>1</sup>, Ludovica Ciuffreda<sup>1</sup>, Italia Falcone<sup>1</sup>, Brindusa Ana Maria Arteni<sup>5</sup>, Stefano Giuliani<sup>1</sup>, Bruno Amadio<sup>1</sup>, Giovanni Blandino<sup>2</sup>, Maurizio Fanciulli<sup>1✉</sup> and Simona Iezzi<sup>1</sup>

Tables of contents

Supplementary Materials and Methods

Supplementary Table S1

Supplementary Table S2

Supplementary Figures 1-8

Supplementary Figure Legends 1-8

## **SUPPLEMENTARY MATERIALS AND METHODS**

### **Apoptosis Evaluation**

Apoptosis of cells was analysed by using the Annexin V-FITC Apoptosis Kit 300 (Thermo Fisher Scientific #BMS500FI-300) following manufacturer's instructions. Stained cells were analysed with a Guava easyCyte 8HT flow cytometer equipped with Guava Software 2.1 (Millipore) according to the manufacturer's instructions.

### **Viral production and dCas9-KRAB system development**

Glycerol stock for the dCas9-BFP-KRAB plasmid was obtained from Addgene (plasmid catalog #46911). To produce lentiviral particles, DNA obtained with Nucleo Bond Xtra Midi (Macherey-Nagel) was transfected into human embryonic kidney 293 T (HEK293-T) cells with a pPACKH1 packaging plasmid mix (System Biosciences) and Lipofectamine 3000 (Thermo Fisher Scientific). Viral-containing supernatant was collected 48 and 72 hours after transfection and concentrated with PEG-it Virus Precipitation Solution (System Biosciences) for 18 hours at 4°C. Next, the sample was centrifuged at 1500 x *g* for 30 min and the final pellet containing virus particles was resuspended in phosphate buffered saline (PBS) and stored at -80 °C. U138 cells were infected with the dCas9-BFP-KRAB virus particles in the presence of 8 µg/ml polybrene (Santa Cruz Biotechnology) for 48 hours and then sorted with flow cytometry for stable BFP expression to obtain a pure population. Two specific sgRNAs targeting the AATF gene were custom designed using the CHOP CHOP algorithm: sgAATF#1: AATAAAGCATAGCGTAGCCG and sgAATF#2: CGAATCTCGCACAAATCTCG (GenScript Biotech, New Jersey, USA). sgRNA negative control (cat.n. A35526) was purchased by Thermo Fisher Scientific.

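Both sgRNAs were matched to GRCh37, the build that hg19 names, where each has 1 perfect match. sgAATF#1, AATAAAGCATAGCGTAGCCG, matches the reverse strand of chromosome 17 from 35305984 to 35306003 and is followed by the PAM TGG. sgAATF#2, CGAATCTCGCACAAATCTCG, matches the forward strand from 35306010 to 35306029 and is followed by the PAM AGG. The sites do not overlap each other. Their centres lie at -261 and -235 bases from position 35306254, where the reference transcript of AATF starts on the forward strand. The centre of each site is outside the reference transcripts of GENCODE, and both sites lie upstream of the first exon of AATF. Transcripts other than the reference transcript of each gene were not examined for this. The dCas9-KRAB complex that these sgRNAs guide represses transcription and does not cleave DNA. These sites do not enter the RNA-seq libraries, in which AATF was silenced by siRNA.

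**Figure D3:**
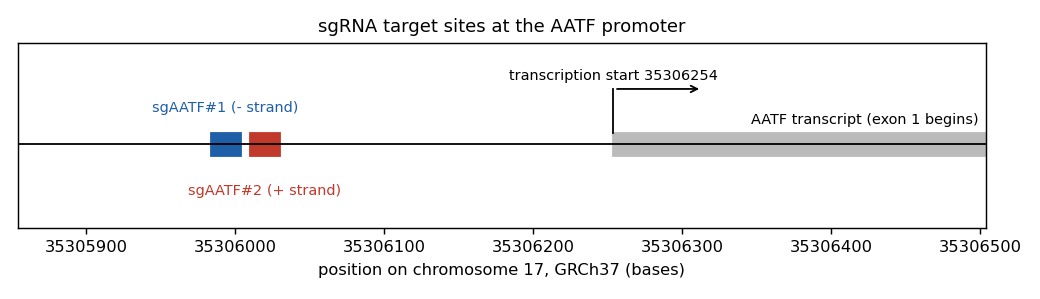
Map of the AATF promoter on chromosome 17 of GRCh37 (horizontal axis, position in bases), with the target sites of sgAATF#1 (blue) and sgAATF#2 (red) and the transcribed region (grey, from the transcription start at 35306254). The sites span 35305984 to 35306003 and 35306010 to 35306029, both to the left of the transcription start.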

### **Subcellular Fractionation**

For cytoplasmic and nuclear extract preparation cells were incubated in ice for 5 min in hypotonic buffer (50 mM TRIS pH 7.5, 10 mM NaCl, 5 mM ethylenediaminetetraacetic acid (EDTA), 0.05% NP40) supplemented with protease and phosphatase inhibitors (1 µg/ml aprotinin, 1 µg/ml leupeptin, 1 mM Na<sub>3</sub>VO<sub>4</sub>, 10 mM phenylmethylsulfonyl fluoride (PMSF)). Following low speed centrifugation, supernatant was collected as

cytoplasmic fraction. Nuclear pellet was washed in hypotonic buffer, and then re-suspended in buffer C (20 mM HEPES pH 7.9, 25% glycerol, 420 mM NaCl, 1.5 mM MgCl<sub>2</sub>, 0.2 mM EDTA, protease and phosphatase inhibitors) and sonicated for 10 sec. Nuclear extracts were clarified by centrifugation at 12 000 rpm at 4°C for 15 min.

### **Measurement of intracellular ROS**

Intracellular ROS levels were measured using the fluorescent dye 2',7'-dichlorodihydrofluorescein diacetate (DCFDA) (Sigma-Aldrich). Cells depleted or not for AATF expression were seeded in a 96-well PhenoPlate (Perkin Elmer, USA) and cultured overnight. After this time, the cells were treated with 10 µM of DCFDA and incubated at 37 °C for 30 min. Next, the fluorescence intensity was measured at 488 nm excitation wavelength and 525 nm emission wavelength using Opera Phenix High-content System (Perkin Elmer, USA) and analysed with Harmony™ high content imaging and analysis software (Perkin Elmer, USA, version 4.8).

### **Computational methods**

#### **GlioVis methods**

Clinical data from the REMBRANDT cohort were obtained through the GlioVis portal. To examine the distribution of AATF expression, patients were stratified by histology, tumor grade, and molecular subtype. For each analysis, samples lacking the relevant clinical annotation were excluded.

#### **Venn diagram methods**

To assess the modulation of OXPHOS signature in different cancer types depleted for AATF, we retrieved RNA-seq datasets for BIU-87 (GSE248071) and KMS27 (GSE178868). For BIU-87, raw counts were downloaded and analysed using the standard DESeq2 differential expression pipeline. For KMS27, we obtained the differential expression results directly from GEO. In all datasets, we defined up-regulated genes as those with q-value < 0.05 and log<sub>2</sub>FC > 0.7, and down-regulated genes as those with q-value < 0.05 and log<sub>2</sub>FC < -0.7. The analysis was performed through the venn.diagram function from VennDiagram R library (v1.7.3).

| Rabbit Polyclonal Antibodies                      |                             |             |
|---------------------------------------------------|-----------------------------|-------------|
|                                                   | Source                      | Cat. Number |
| AATF                                              | Fanciulli et al., 2000      |             |
| AATF/Che-1                                        | Bethyl                      | A301-032A   |
| Cyclin B1 (D5C10)                                 | Cell Signaling Technologies | #12231      |
| p21                                               | Abcam                       | ab188224    |
| Caspase-7                                         | Cell Signaling Technologies | #9492       |
| Caspase-3                                         | Cell Signaling Technologies | #9662       |
| PARP                                              | Cell Signaling Technologies | #9542       |
| Phospho-Akt (Ser473)                              | Cell Signaling Technologies | #9271       |
| Akt                                               | Cell Signaling Technologies | #9272       |
| Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204)      | Cell Signaling Technologies | #4370       |
| p44/42 MAPK (Erk1/2)                              | Cell Signaling Technologies | #9102       |
| RNA polymerase II CTD repeat YSPTSPS (phospho S5) | Abcam                       | ab5131      |
| Acetyl-histone H3                                 | Merck Millipore             | 06-599      |
| H3K27me3                                          | Diagenote                   | C15410195   |
| Histone H3                                        | Abcam                       | ab18521     |
|                                                   |                             |             |
| Mouse Monoclonal Antibodies                       |                             |             |
|                                                   | Source                      | Cat. Number |
| NRF1                                              | Diagenote                   | sc-28714    |
| anti-total OXPHOS cocktail                        | Abcam                       | ab110411    |
| $\alpha$ - tubulin                                | Calbiochem                  | CP06        |
| $\beta$ - actin                                   | Sigma Aldrich               | A5441       |
| PCNA                                              | Santa Cruz Biotechnology    | sc-25280    |

Table S1. Antibodies used in this study.

| Real Time PCR Oligos |         |                                         |
|----------------------|---------|-----------------------------------------|
|                      |         |                                         |
| <b>SDHA</b>          | Forward | 5' - CAGCATGTGTTACCAAGCTGT - 3'         |
|                      | Reverse | 5' - GGTGTCGTAGAAATGCCACCT - 3'         |
| <b>NDUFA8</b>        | Forward | 5' - CCCAACAAGGAGTTTATGCTCT - 3'        |
|                      | Reverse | 5' - CACAGTGACGTTTTATCTGCCT - 3'        |
| <b>COX15</b>         | Forward | 5' - AGTCTGGCCTCTCGATGGTAG - 3'         |
|                      | Reverse | 5' - ACCCCACATTCGGTGTGAGTA - 3'         |
| <b>UQCRC1</b>        | Forward | 5' - GGGGCACAAGTGCTATTGC - 3'           |
|                      | Reverse | 5' - GTTGTCCAGCAGGCTAACC - 3'           |
| <b>ATP5F1A</b>       | Forward | 5' - CCGGAATTCGGATAAGACCAAACCTGGCT - 3' |
|                      | Reverse | 5' - CCGCTCGAGGAGTTCTCGAAGGAGCTG - 3'   |
| <b>β-actin</b>       | Forward | 5' - GACAGGATGCAGAAGGAGATTACT - 3'      |
|                      | Reverse | 5' - TGATCCACATCTGCTGGAAGGT - 3'        |
| <b>AATF</b>          | Forward | 5' - CCGGAATTCGGATAAGACCAAACCTGGCT - 3' |
|                      | Reverse | 5' - CCGCTCGAGGAGTTCTCGAAGGAGCTG - 3'   |
| <b>NRF-1</b>         | Forward | 5' - GCTGATGAAGACTCGCCTTCT - 3'         |
|                      | Reverse | 5' - TACATGAGGCCGTTTCCGTTT - 3'         |
| <b>MFN1</b>          | Forward | 5' - CGGAACTTGATCGAATAGCC - 3'          |
|                      | Reverse | 5' - AGAGCTCTTCCCACTGCTTG - 3'          |
| <b>MFN2</b>          | Forward | 5' - ATGCATCCCCACTTAAGCAC - 3'          |
| <b>FIS1</b>          | Forward | 5' - AGCTGGTGTCTGTGGAGGAC - 3'          |
|                      | Reverse | 5' - ACGATGCCTTTACGGATGTC - 3'          |
| <b>DNM1L</b>         | Forward | 5' - AGATCTCATCCCGCTGGTC - 3'           |
|                      | Reverse | 5' - CAGATCCTCGAGGCAAGAAG - 3'          |
| <b>MFF</b>           | Forward | 5' - AAACGCTGACCTGGAACAAG - 3'          |
|                      | Reverse | 5' - TTTTCAGTGCCAGGGGTTTA - 3'          |
|                      |         |                                         |
| ChIP Oligos          |         |                                         |
|                      |         |                                         |
| <b>NDUFA8</b>        | Forward | 5' - AAGTTTGAGGATTAAGCGACA - 3'         |
|                      | Reverse | 5' - GGTCCCCTCCGCAGCTTTGGG - 3'         |
| <b>COX15</b>         | Forward | 5' - TCTAGGCGCTGCCCTAGGAGC - 3'         |
|                      | Reverse | 5' - AACGCAGGCGCACTTCTGTTC - 3'         |
| <b>ATP5F1A</b>       | Forward | 5' - GCAGTTTTCTGACCTTCAGCG - 3'         |
|                      | Reverse | 5' - AGAAGGGGGATCTTGGGTGA - 3'          |
| <b>SDHA</b>          | Forward | 5' - TAAACAAGAGGTCGGAGGC - 3'           |
|                      | Reverse | 5' - GGGCACCAACATTTTTAAAGC - 3'         |
| <b>UQCRC1</b>        | Forward | 5' - AAGGCTGGCGTCCGCAGCAGG - 3'         |
|                      | Reverse | 5' - CCACTGCTAACAGCCCACACC - 3'         |

Table S2. Oligo sequence used in this study.

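The oligonucleotides of Table S2 are a set of primers for mRNA, used after reverse transcription, and a set for promoters, used after chromatin immunoprecipitation. The former, apart from those of β-actin, were matched to the GENCODE transcripts of each gene and the latter to GRCh37. The ChIP primers of NDUFA8 enclose 191 bases of chromosome 9, from 124921572 to 124921762, which lie from 296 to 486 bases downstream of the transcript start. Those of COX15 enclose 231 bases of chromosome 10, from 101491723 to 101491953, and span the transcript start, from -69 to 161 bases. For ATP5F1A the amplicon has 123 bases on chromosome 18, from 43677744 to 43677866, and lies from 396 to 518 bases downstream of the start of the reference transcript used here. The SDHA amplicon has 153 bases on chromosome 5, from 218025 to 218177, and lies from -410 to -258 bases in front of the start, and its reverse primer has 2 matches in the genome. Each of the UQCRC1 primers has 1 match, but as printed they enclose no amplicon.

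Of the qRT-PCR primers, those of NDUFA8, COX15, UQCRC1, SDHA, NRF1, MFN1, FIS1 and MFF match a transcript of their own gene over their full length, as does the only primer printed for MFN2. The pair printed for ATP5F1A is the same as the pair printed for AATF. Its forward primer shares 13 bases in a row and its reverse primer 18 bases with AATF transcripts, against 8 bases each with those of ATP5F1A. The forward primer printed for DNM1L shares at most 8 bases in a row with the transcripts of DNM1L, and the reverse primer 10 bases.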

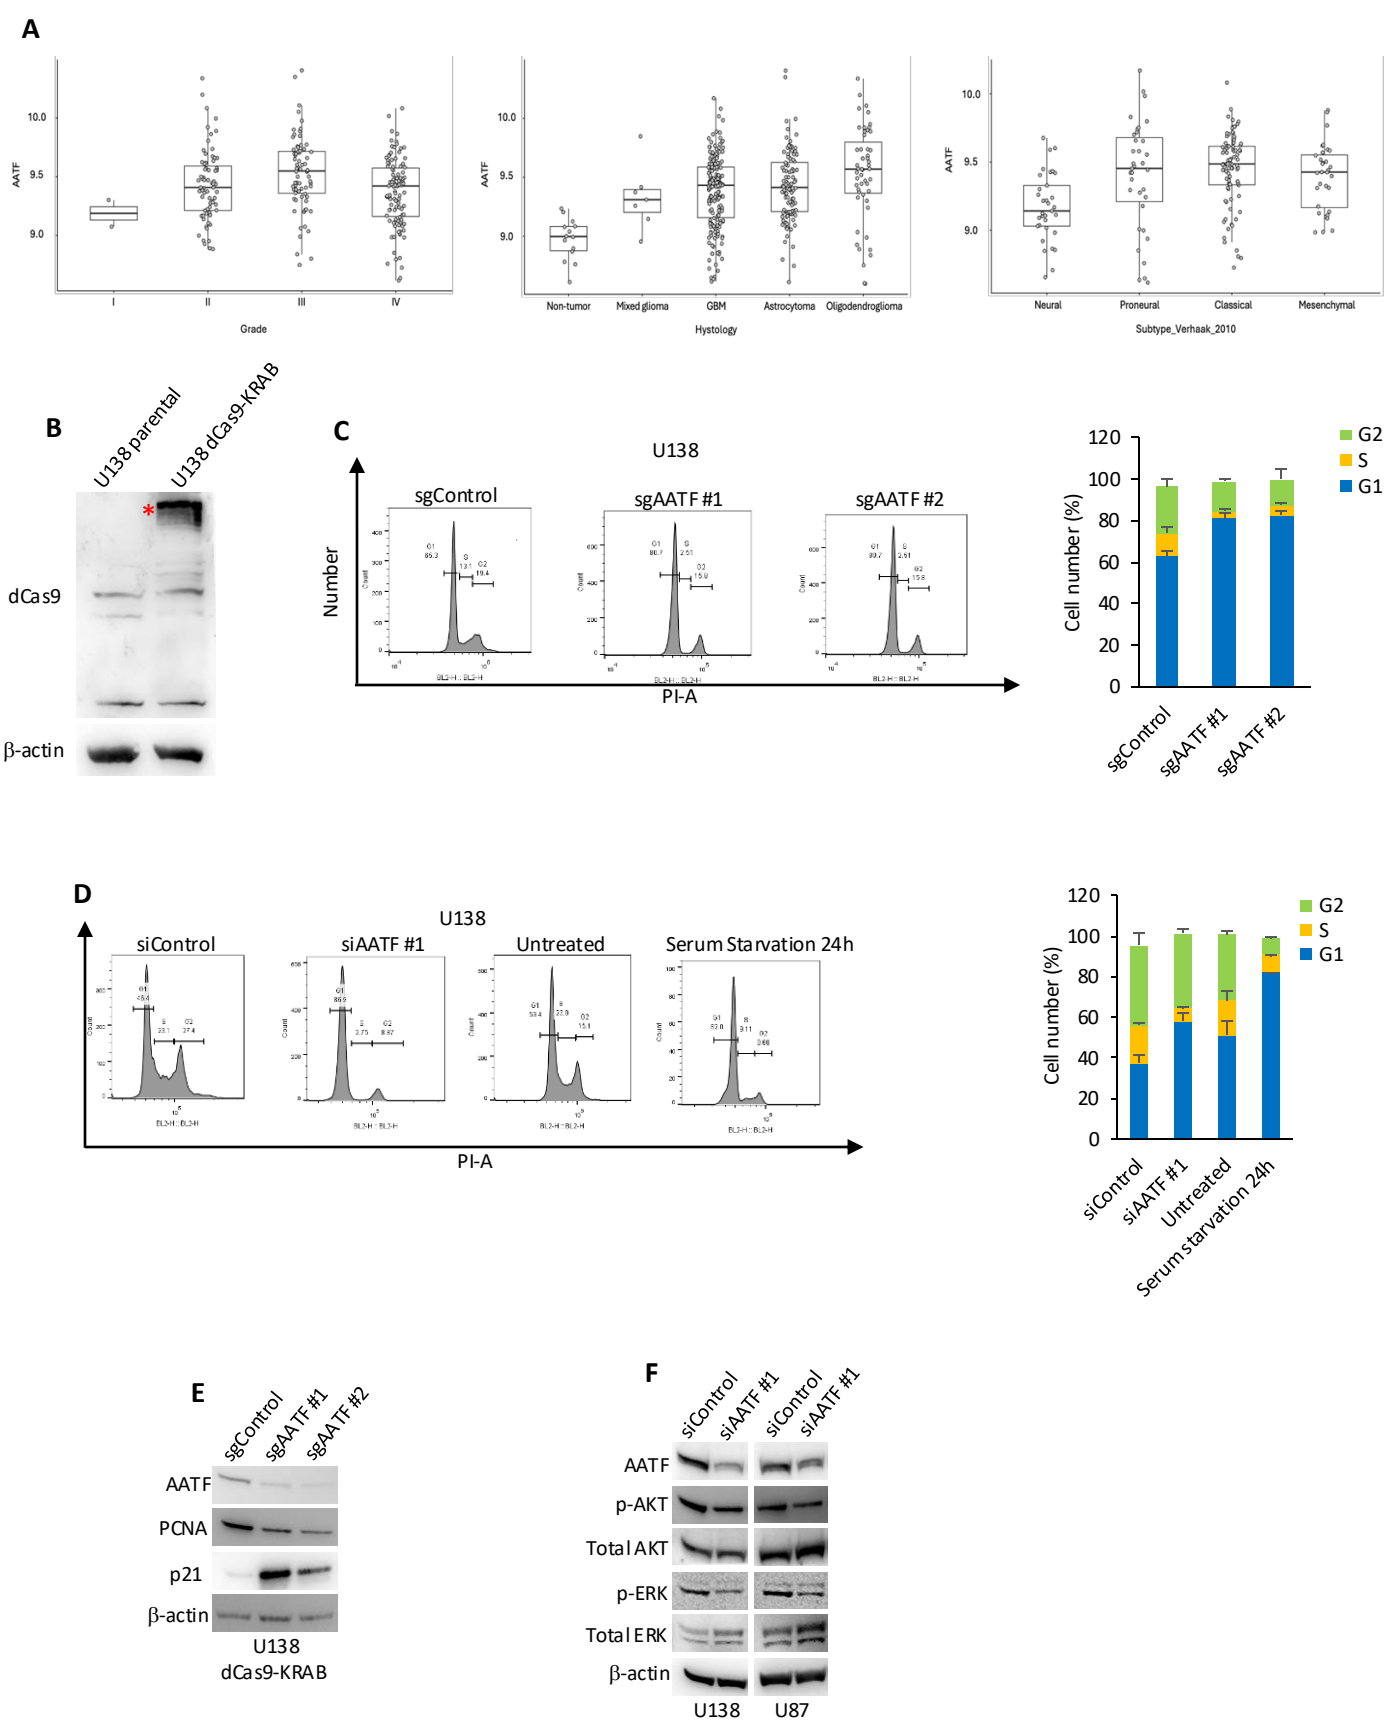

Supplementary Figure 1

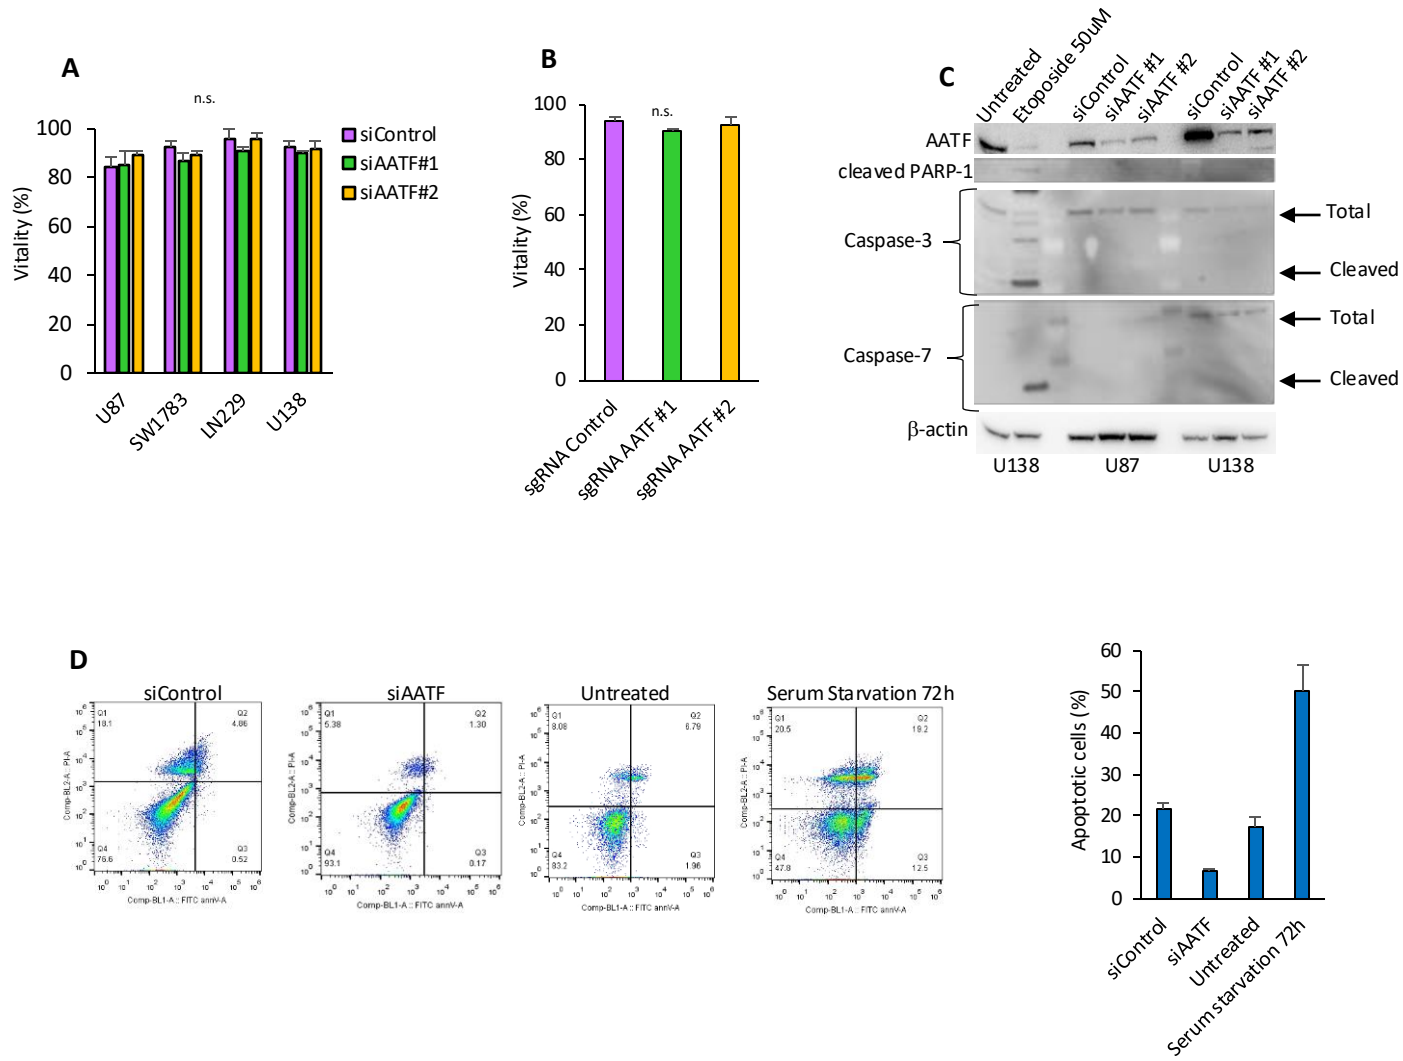

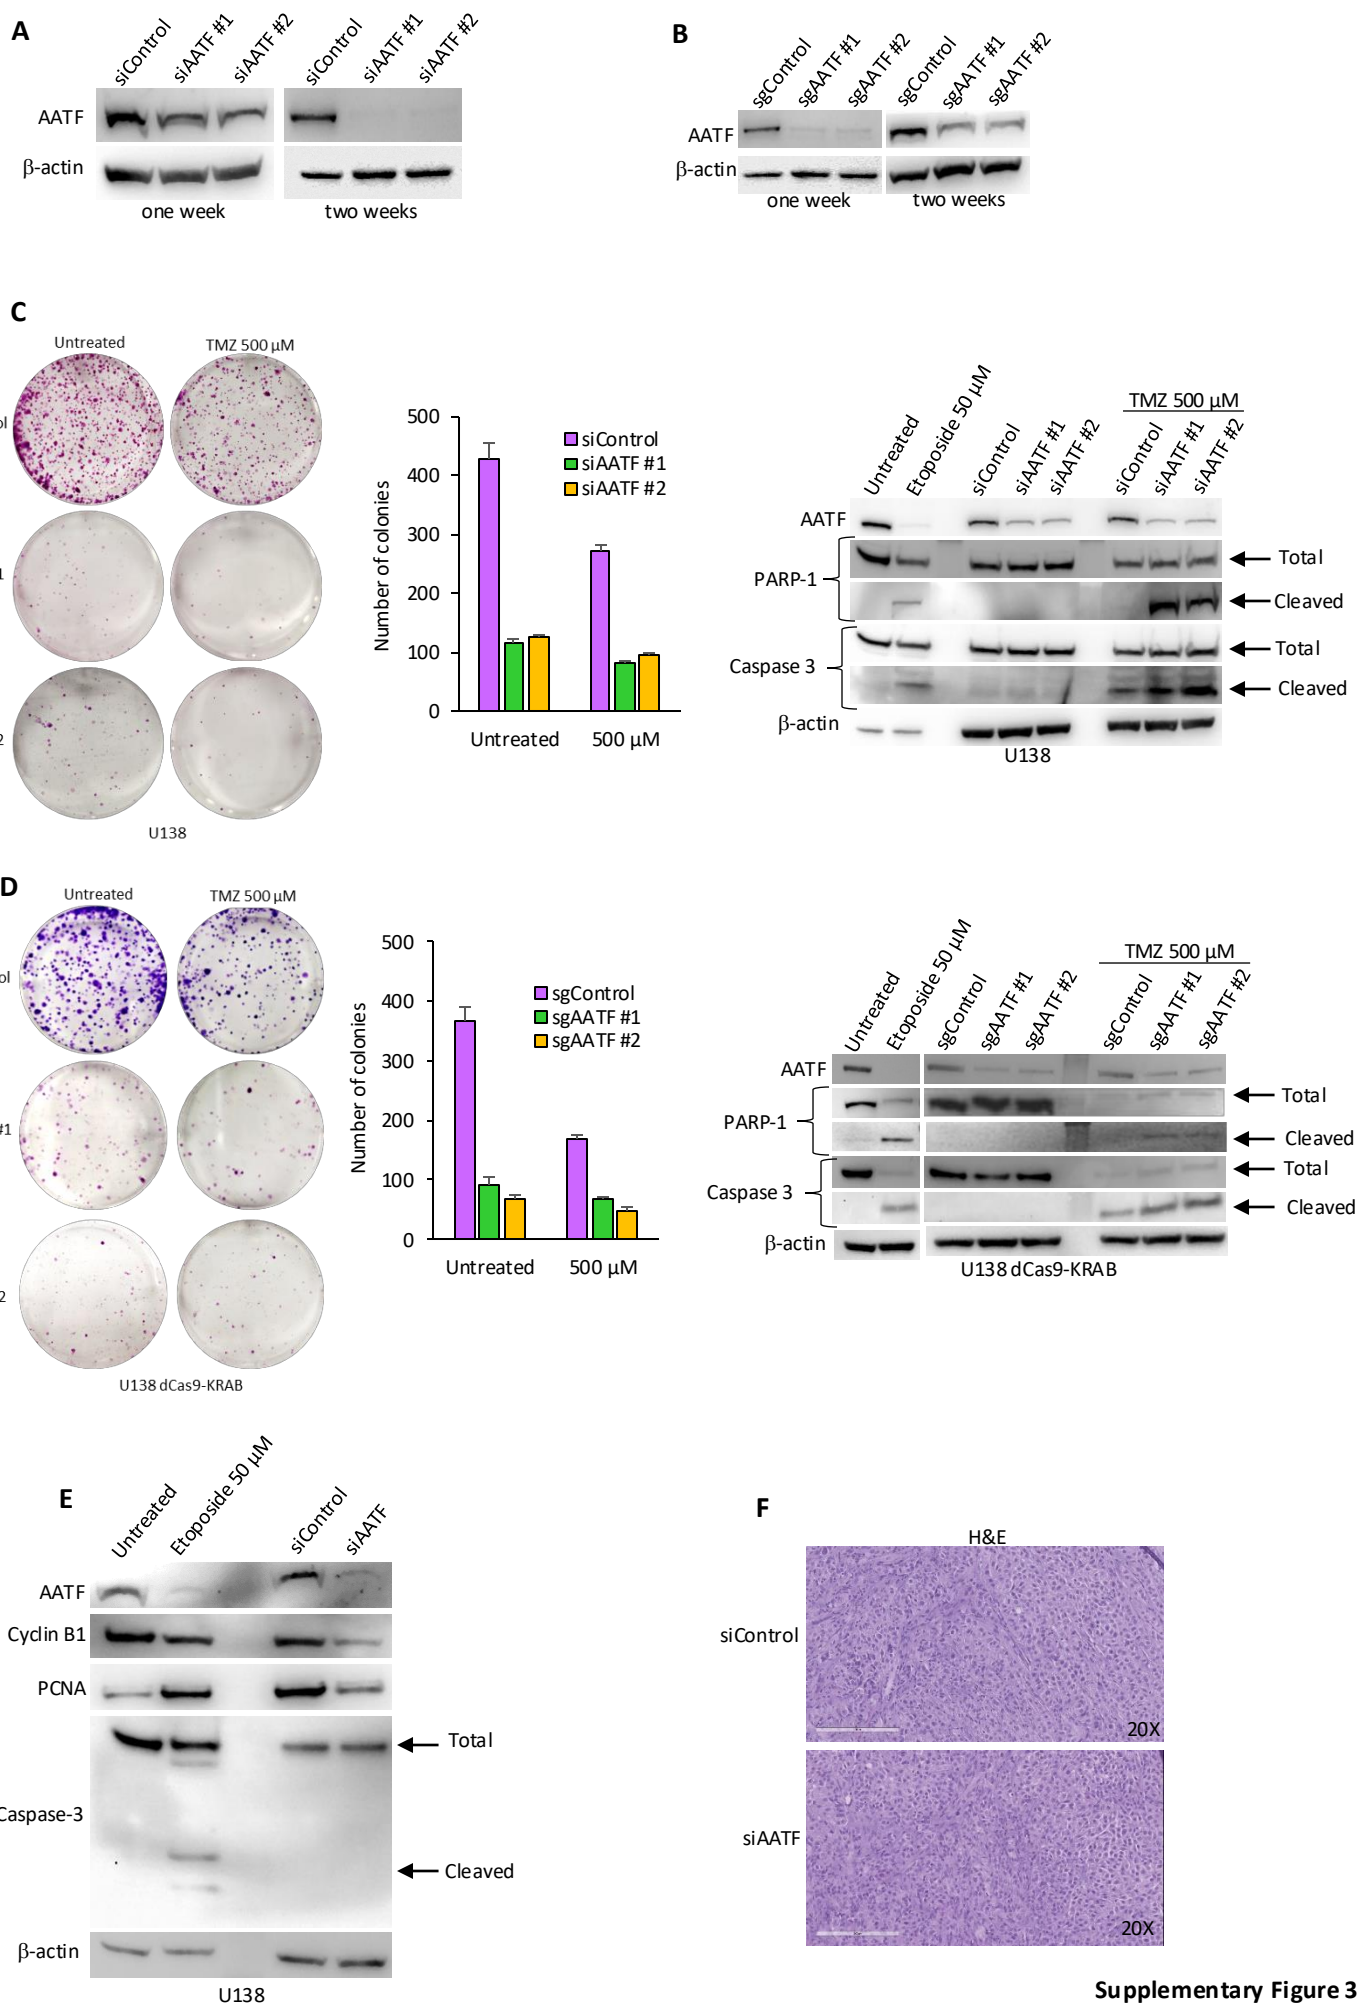

Supplementary Figure 3

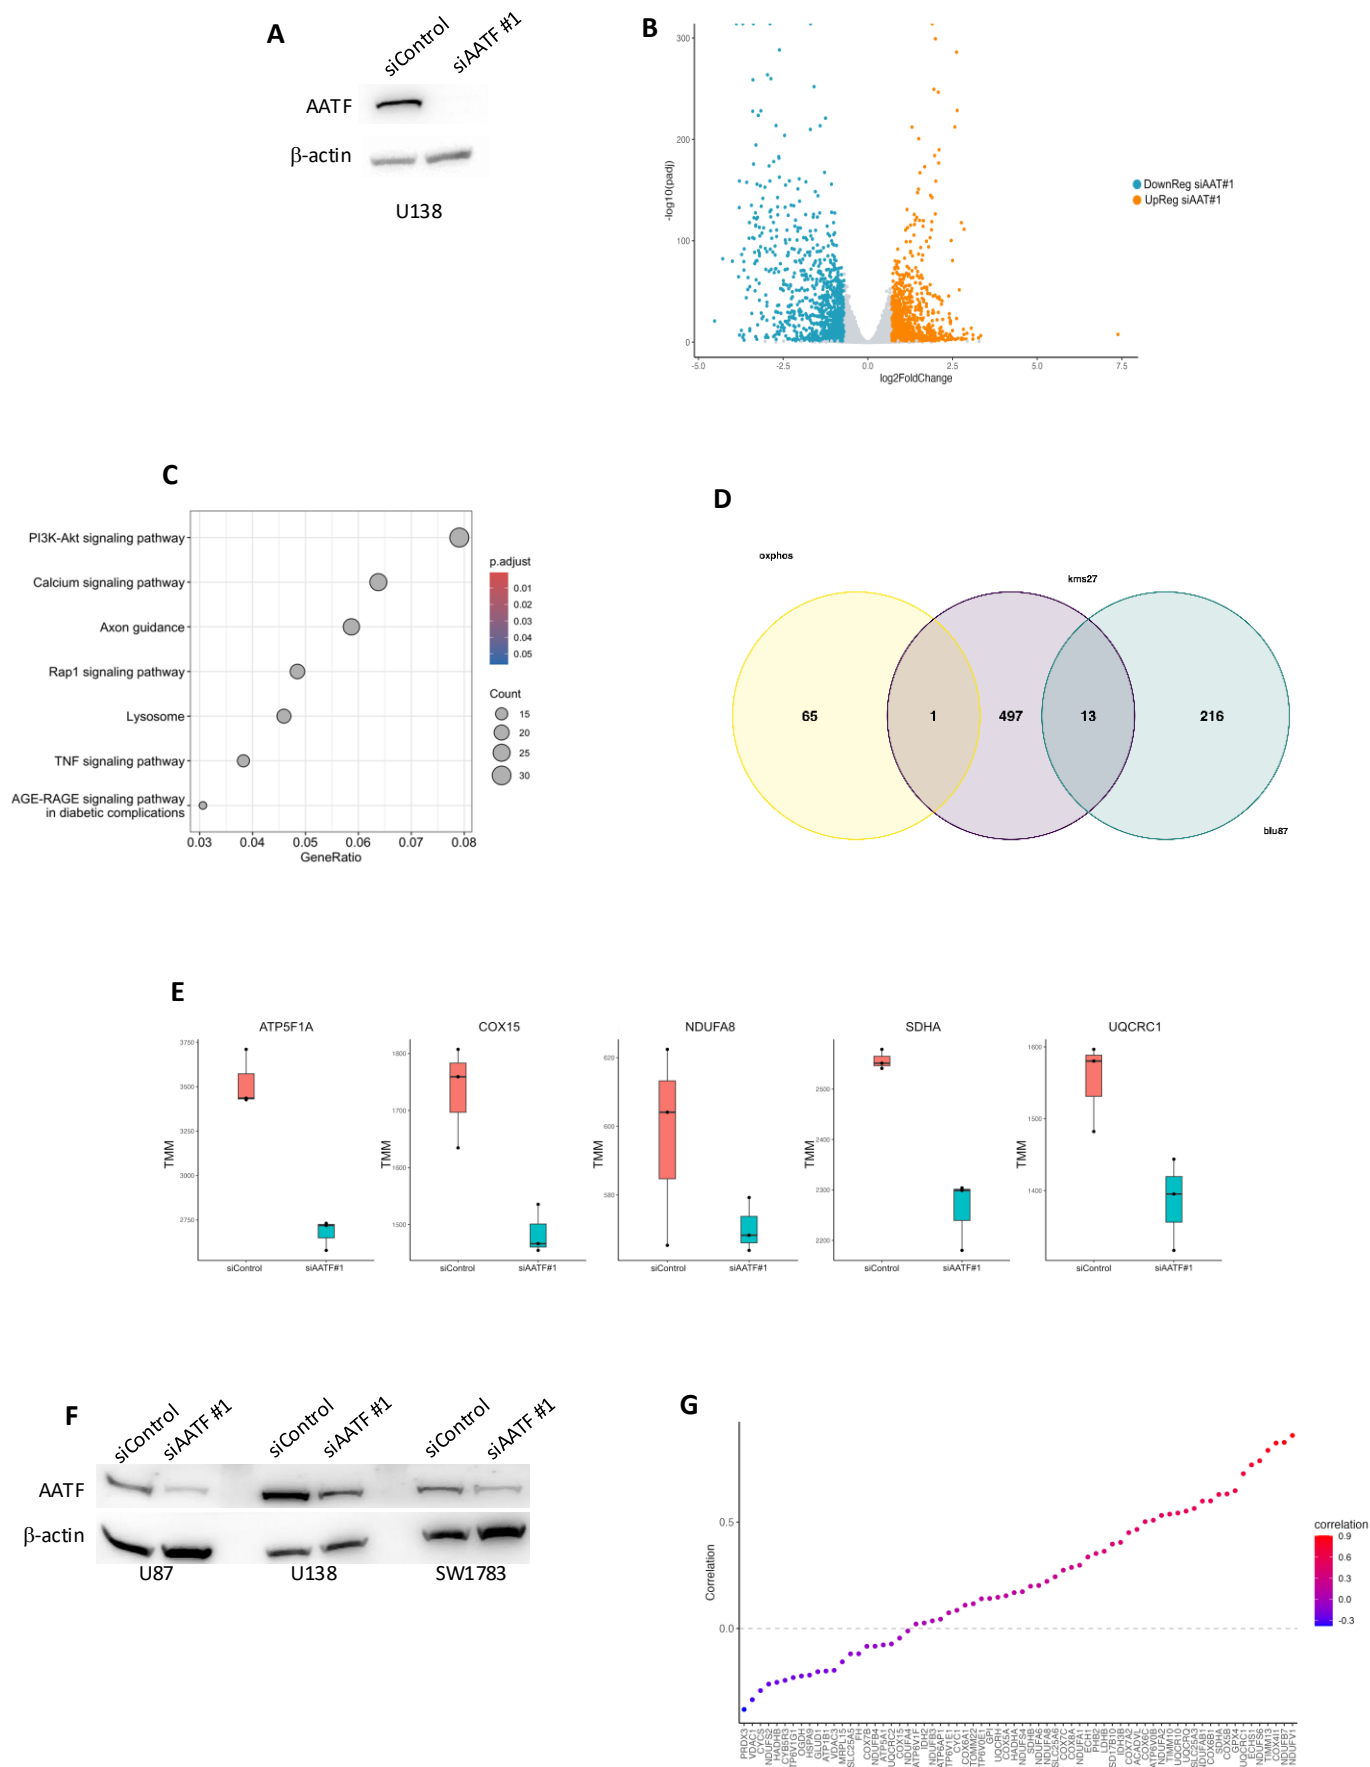

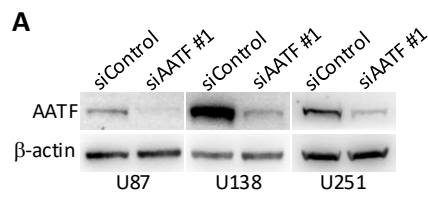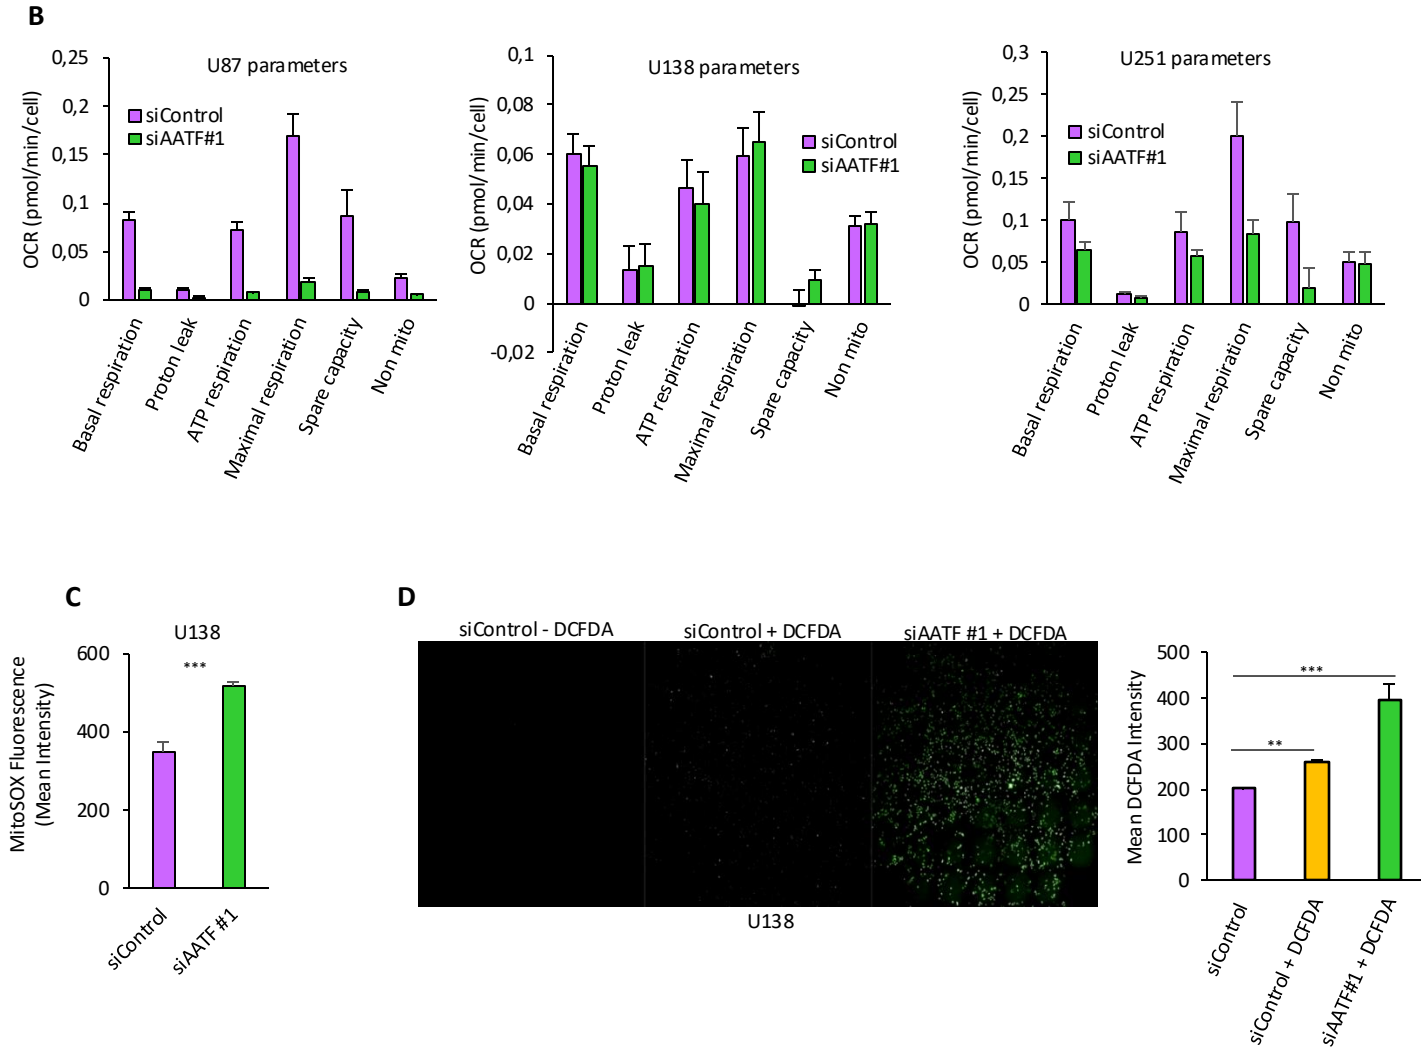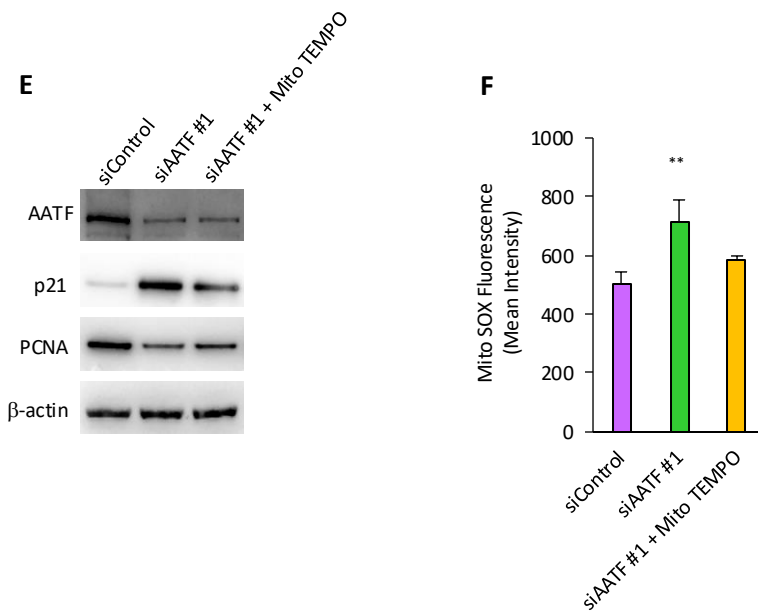

**A**

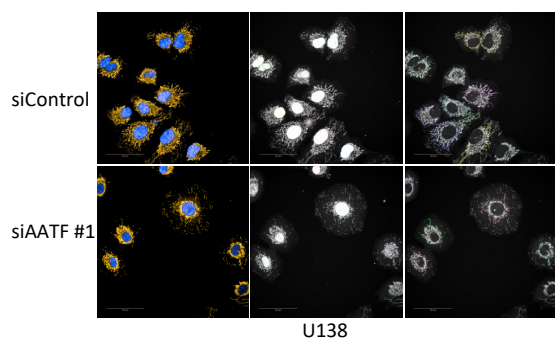

**B**

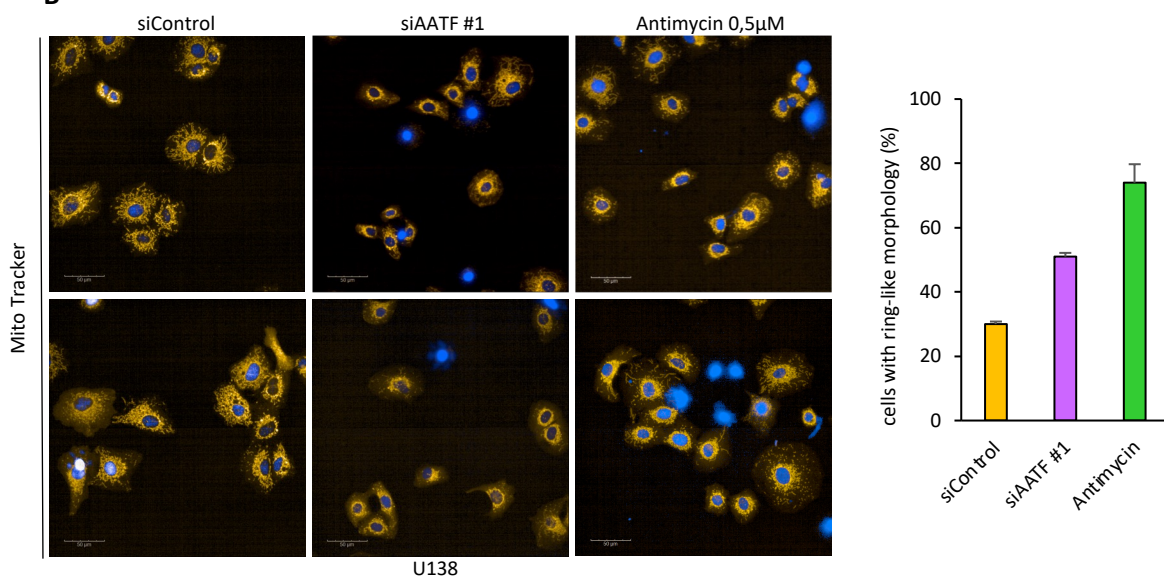

**C**

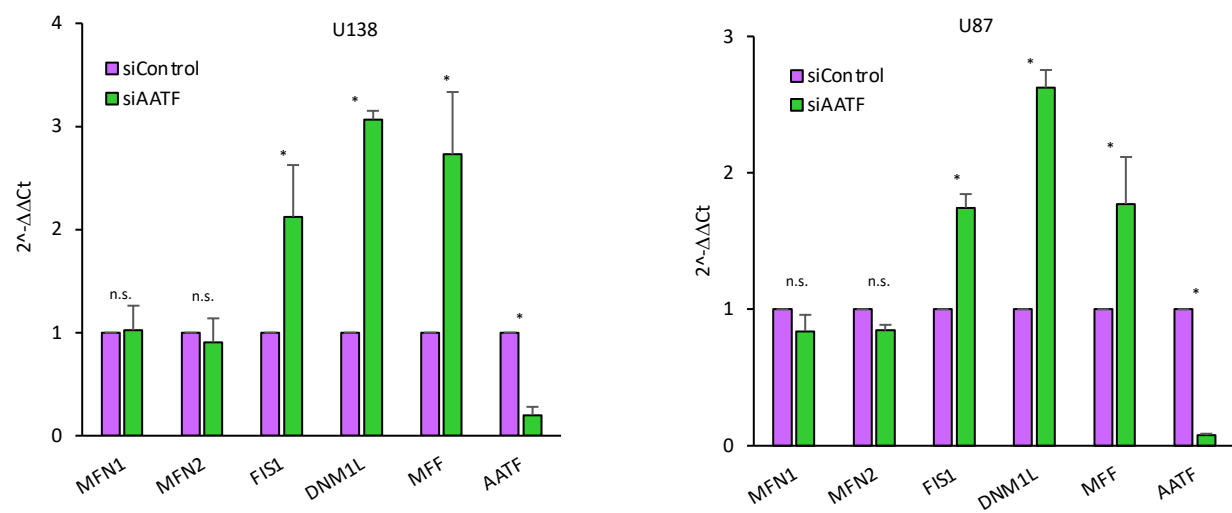

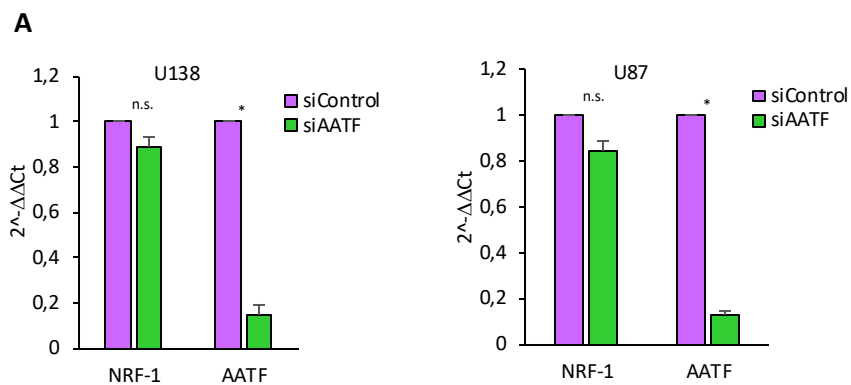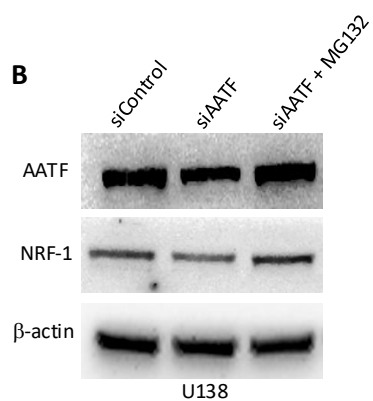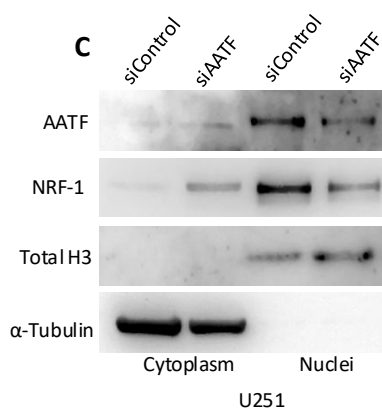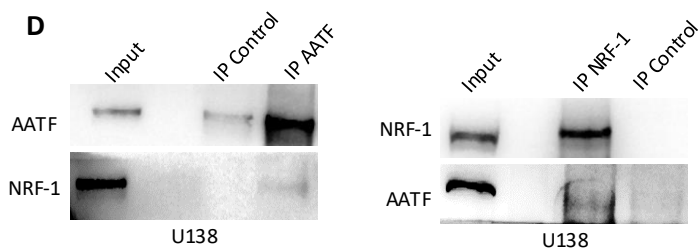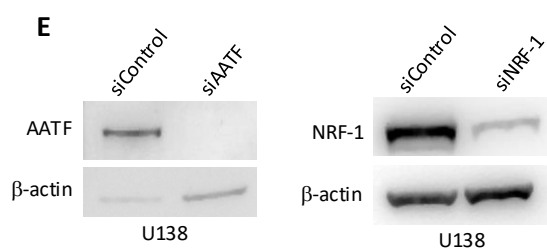

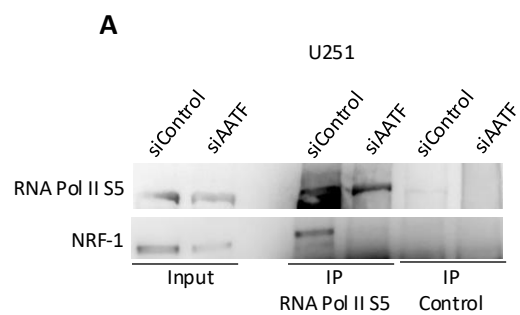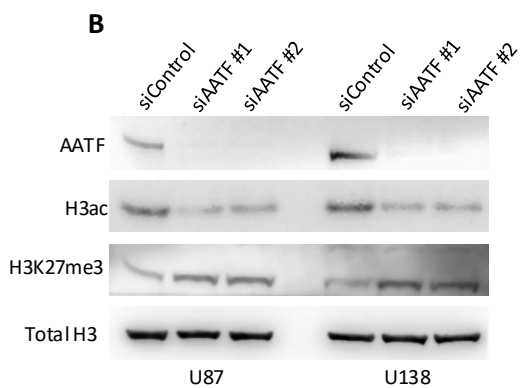

## SUPPLEMENTARY FIGURE LEGENDS

**Supplementary Fig. S1 (related to Figure 1). AATF promotes proliferation of GBM cells, *in vitro*.** **(A)** Boxplots illustrating the distribution of AATF transcript levels in Gliovis patients, categorized by histology, grade, and subtype. Each point represents an individual sample. **(B)** WB analysis with the indicated antibodies of parental or stably expressing the dCas9-KRAB transcriptional repressor complex U138 cells. **(C)** Flow cytometry analysis of cell cycle distribution of U138 cells stably expressing the dCas9-KRAB transcriptional repressor complex and transfected with Control or AATF targeting sgRNAs (sgAATF#1 and sgAATF#2) (left panels). Percentages of cells in each phase of the cell cycle were measured by FlowJo software (right panel). **(D)** Flow cytometry analysis of cell cycle distribution of U138 cells depleted or not for AATF expression or cultured or not for 24 hours in serum-free media. Percentages of cells in each phase of the cell cycle were measured by FlowJo software. Data are presented as the mean  $\pm$  SD of three independent experiments. \* $p \leq 0,05$ , \*\* $p \leq 0,01$ , \*\*\* $p \leq 0,001$ , n.s. = not significant. **(E)** Representative WB analysis of dCas9-KRAB U138 cells treated as in C assessing the expression levels of the indicated proteins. **(F)** Representative WB analysis with the indicated antibodies of U138 and U87 cells transfected with siControl or siAATF oligonucleotides for 72 hours.  $\beta$ -actin was used as a loading control.

**Supplementary Fig. S2 (related to Figure 1). AATF promotes proliferation of GBM cells, *in vitro*.** **(A)** Viability assay performed by Trypan Blue exclusion method in the indicated cell lines transfected with two different siRNA oligonucleotides targeting AATF (siAATF #1-siAATF #2) or a control sequence (siControl) for 72 hours. **(B)** Viability assay performed by Trypan Blue exclusion method in U138 cells stably expressing the dCas9-KRAB transcriptional repressor complex and transfected with Control or AATF targeting sgRNAs (sgAATF#1 and sgAATF#2). **(C)** Representative WB with the indicated antibodies of U138 and U87 cells treated as described in A. Cells treated for 24 hours with etoposide 50  $\mu$ M were used as a positive control for apoptosis induction.  $\beta$ -actin was used as a loading control. **(D)** Flow cytometry analysis of Annexin-V-FITC and PI stained U138 cells treated as in A and cells cultured or not for 72 hours in serum-free media. Data are presented as the mean  $\pm$  SD of three independent experiments. \* $p \leq 0,05$ , \*\* $p \leq 0,01$ , \*\*\* $p \leq 0,001$ , n.s. = not significant.

**Supplementary Fig. S3 (related to Figure 2). AATF promotes proliferation of GBM cells, *in vivo*. (A-B)**

Representative WB analysis of U138 cells transfected with control siRNA (siControl) or two distinct siRNAs targeting AATF (siAATF #1 and siAATF #2) (A) or of dCas9-KRAB U138 cells transfected with Control or AATF targeting sgRNAs (sgAATF#1 and sgAATF#2) (B) and analysed by colony formation assay as described in Figs. 2A and 2B.  $\beta$ -actin was used as a loading control. **(C-D)** Left: representative plates of clonogenic assay performed on U138 (C) or U138 dCas9-KRAB cells (D) treated as in A or B. Cells were harvested 72 hours after transfection, counted, and re-plated at low density to allow colony formation in presence or absence of 500  $\mu$ M Temozolomide (TMZ) for one week. Colonies were then fixed and stained with crystal violet. Middle: bar plots showing the quantification of clonogenic assays performed with ImageJ software. Right: representative WB with the indicated antibodies of the U138 cells used in the clonogenic assays. Etoposide-treated cells were included as a positive control for apoptosis induction.  $\beta$ -actin was used as a loading control. **(E)** WB analysis of U138 cells transfected with siRNA targeting AATF or a control sequence and subcutaneously injected in nude mice. Etoposide-treated cells were included as a positive control for apoptosis induction. **(F)** Representative IHC images of hematoxylin and eosin (H&E) staining of the same tumor tissue showed in Fig. 2F and captured at 20 $\times$  magnification using Aperio Image Scope system equipped with a Digital Image Capture software. Data are presented as the mean  $\pm$  SD of three independent experiments. \* $p \leq 0,05$ , \*\* $p \leq 0,01$ , \*\*\* $p \leq 0,001$ , n.s. = not significant.

**Supplementary Fig. S4 (related to Figure 3). AATF regulates OXPHOS gene expression in GBM cells. (A)**

Representative WB analysis with the indicated antibodies in U138 cells transiently transfected with siControl or siAATF #1 oligonucleotide and subjected to RNA-seq. **(B)** Volcano plot showing differentially expressed genes between siControl and siAATF#1 conditions in U138 cells. Each point represents a gene, with the x-axis indicating the log<sub>2</sub> fold change and the y-axis representing the log<sub>10</sub>(q value). Differentially expressed genes are coloured blue for down-regulated genes and orange for up-regulated genes. **(C)** The scatterplot represents the ontologies enrichment analysis of siAATF up-regulated genes. The x-axis represents the GeneRatio (the proportion of input genes associated with each GO term), dot size reflects the number of genes contributing to the term, and dot colour indicates the adjusted p-value (p.adjust). **(D)** Venn diagram

showing the overlap between the OXPHOS gene signature and genes modulated upon AATF depletion in the KMS27 and BIU87 cell lines. **(E)** Boxplot depicting the expression levels (TMM) of five mitochondrial genes (ATP5F1A, COX15, NDUFA8, SDHA and UQCRC1) in siControl and siAATF#1 cells. 

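In the libraries behind this boxplot, ATP5F1A, which encodes the alpha subunit of the ATP synthase, showed the largest change of the 5 genes. It went from 153 ± 7.03 CPM (SD, n = 3) in siControl to 116 ± 3.95 CPM (SD, n = 3) in siAATF, a log2 fold change of -0.40 (standard error 0.049, adjusted p = 4.62e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COX15 fell from 75.3 ± 3.88 to 64.3 ± 1.96 CPM (SD, n = 3 each), a log2 fold change of -0.23 (standard error 0.053, adjusted p = 0.000548 in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), where 7.44% of its exon bases lie opposite exons of ENTPD7. SDHA was at 111 ± 0.87 CPM in siControl and at 97.9 ± 3.27 CPM in siAATF cells (SD, n = 3 each), with a log2 fold change of -0.18 (standard error 0.046). UQCRC1 was at 67.4 ± 2.69 and 60.0 ± 2.91 CPM (SD, n = 3 each), with a log2 fold change of -0.17 (standard error 0.054). Their adjusted p-values were 0.00143 for SDHA and 0.00835 for UQCRC1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without siAATF replicate 2, the log2 fold change of UQCRC1 was -0.13 and its adjusted p was 0.0670 in that edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, the highest of a range from 0.00338 over the alternatives. In these 4 genes the siAATF values did not overlap with the siControl values.

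NDUFA8 did not differ beyond the spread between replicates. It was at 25.9 ± 1.27 CPM in siControl and at 24.7 ± 0.36 CPM in siAATF (SD, n = 3 each), with overlapping values, a log2 fold change of -0.075 and a standard error of 0.069 (adjusted p = 0.366 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After correction for gene length its log2 fold change was 0.023. Adjusted over the list alone, 4 of the 5 genes had a p-value under 0.05, the other being NDUFA8 with 0.289. None of the 5 was below a log2 fold change of -0.7.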

Each boxplot displays the median, interquartile range, and data points for each condition. **(F)** Representative WB analysis with the indicated antibodies of different GBM cell lines transfected with siControl or siRNA oligonucleotides and subjected to qRT-PCR analysis of the OXPHOS genes. **(G)** Scatter plot representing the Pearson correlation between AATF and the OXPHOS genes expression in the CGGA dataset of 1019 patients affected by Glioblastoma. Genes are ordered along the X-axis by increasing correlation. Point colors indicate the strength and direction of the correlation. The dashed line marks the zero correlation, and it divides positive from negative correlation.

**Supplementary Fig. S5 (related to Figure 4). AATF sustains mitochondrial respiration in GBM cells. (A)** Representative WB analysis with the indicated antibodies of different GBM cell lines transiently transfected with siControl or siAATF #1 oligonucleotides and subjected to oxygen consumption rate evaluation (OCR). **(B)** Respiratory parameters as determined by OCR relative to GBM cell lines treated as in A. **(C)** Bar plots showing the mean of MitoSOX fluorescence intensity calculated with automated Harmony software of the experiment described in Figure 4C. **(D)** Intracellular ROS levels were measured by DCFDA assay in U138 cells treated as in A. Left: representative fluorescence images, in which the intensity of the green fluorescence indicates ROS concentration, acquired with confocal Opera Phenix High Content Screening System using a 40x air objective. Right: Bar plots showing the mean fluorescence intensity calculated with automated Harmony software. **(E)** WB analysis with the indicated antibodies of the protein extracts from the cells used in the experiment described in figure 4E. **(F)** Bar plots showing the mean of MitoSOX fluorescence intensity calculated with automated Harmony software of the experiment described in Figure 4E. Data are presented as the mean  $\pm$  SD of three independent experiments. \* $p \leq 0,05$ , \*\* $p \leq 0,01$ , \*\*\* $p \leq 0,001$ , n.s. = not significant.

**Supplementary Fig. S6 (related to Figure 4). AATF sustains mitochondrial respiration in GBM cells. (A)** Representative confocal images of U138 cells transiently transfected with siControl or siAATF #1 oligonucleotides and stained with Mito Tracker Red CMX Ros (mitochondria labelling) and Hoechst dye

(nuclei staining). Automated confocal microscopy was performed on Opera Phenix High-Content Screening System using a 63× objective. The left column displays merged images of mitochondrial (yellow) and nuclear (blue) staining. The right panels show segmentation masks used for computational analysis. In particular, the middle panels show the nuclear segmentation masks, while the rightmost panels display the segmentation of the mitochondrial network. Scale bars: 50  $\mu\text{m}$ . **(B)** Left: representative confocal images of U138 cells treated as in A and stained with Mito Tracker Red CMX Ros (mitochondria labelling) and Hoechst dye (nuclei staining). Automated confocal microscopy was performed on Opera Phenix High-Content Screening System using a 63× objective. Treatment with the mitochondrial toxin antimycin 0.5  $\mu\text{M}$  for 5 minutes was used to induce mitochondrial fragmentation. Right: bar plots showing the percentage of cells with a ring-like mitochondrial morphology calculated with the automated Harmony software. **(C)** qRT-PCR analysis of AATF, fusion (MFN1, MFN2) and fission (FIS1, DNM1L, MFF) genes performed on U138 and U87 cell lines transfected with siRNA targeting AATF (siAATF) or a control sequence (siControl). Data are presented as the mean  $\pm$  SD of three independent experiments. \* $p \leq 0,05$ , \*\* $p \leq 0,01$ , \*\*\* $p \leq 0,001$ , n.s. = not significant.

**Supplementary Fig. S7 (related to Figure 5). AATF binds to the OXPHOS gene promoters and promotes their transcription through NRF-1.** **(A)** qRT-PCR analysis of AATF and NRF-1 expression levels performed on U138 and U87 cell lines transfected with siRNA oligonucleotides targeting AATF (siAATF) or a control sequence (siControl). Data are presented as the mean  $\pm$  SD of three independent experiments. \* $p \leq 0,05$ , n.s. = not significant. **(B)** Representative WB analysis of U138 cells transfected as in A and treated or not with MG132 20  $\mu\text{M}$  for 24 hours. **(C)** Representative WB analysis with the indicated antibodies of cytoplasmic and nuclear fractions from equal amounts of U251 cells transfected as in A. **(D)** Nuclear extracts from U138 cells were subjected to immunoprecipitation with either AATF (left) or NRF-1 (right) antibodies. Immuno-precipitated complexes were then analysed by WB with the indicated antibodies. Input corresponds to 10% of the total extract used for immunoprecipitation.

**Supplementary Fig. S8 (related to Figure 6). AATF is required for NRF-1 – dependent OXPHOS gene transcription.** **(A)** Nuclear extracts from U251 cells were subjected to immunoprecipitation with a specific RNA polymerase II (phospho S5) antibody. Immuno-precipitated complexes were then analysed by WB with

the indicated antibodies. Input corresponds to 10% of the total extract used for immunoprecipitation. **(B)**

Representative WB analysis with the indicated antibodies of U138 and U87 cells transfected with control siRNA (siControl) or two distinct siRNAs targeting AATF (siAATF #1 and siAATF #2).

How the deposited data were processed for this re-analysis (not part of the article)

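RNA-seq was measured in 6 libraries of the glioblastoma cell line U138, 3 from cells transfected with siControl and 3 from cells transfected with siAATF #1. The condition and the replicate number of each library were taken from the sample labels, and the siRNA from the legend of Supplementary Fig. S4. The authors aligned the reads to hg19 with STAR and quantified them with RSEM in the nf-core/rnaseq pipeline with default parameters, and deposited 1 table per library, without pooling. Each table holds an expected count per gene, which the authors did not normalise, and the TPM that RSEM computed within each library. The gene annotation behind the tables is not named in the paper's text, and genes are listed by symbol. The paper's text names a stranded kit but not the strand setting of the counting, so a gene that overlaps another on the opposite strand is uncertain. For example, TALAM1, antisense to MALAT1, had between 104856 and 176129 expected counts per library, and MALAT1 between 92710 and 171918. Of the genes named in the text, COX15, KIF20A, PLK1, SHMT2, MTHFD2 and PLCG1 have exons opposite those of another gene, over 1.53% to 30.1% of their exon bases. RSEM divides reads between near-identical genes, so the values of single genes in such families, the replication-dependent histones among them, are also uncertain. The 45S ribosomal RNA genes held between 3.30% and 4.62% of the counts and stayed in the library sizes. The other choices follow the methods of the study where it states them.

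The total expected count per library ranged from 16408797 to 28602044. At this depth, AATF was counted between 1293 and 2243 times per library in siControl, and the spread between replicates, with a common dispersion of 0.00273, exceeded the counting error. The expected counts were rounded to whole numbers, filtered with filterByExpr and normalised with TMM in edgeR 4.0.16 under R 4.3.3. The 3 siAATF libraries were compared with the 3 siControl libraries by the quasi-likelihood F-test of edgeR with robust estimation, with Benjamini-Hochberg adjustment over the 15315 genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 0.7 in either direction, the thresholds of the study, and a list was called at an adjusted p under 0.05.

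Gene lists, the tests, the alternatives and the rule for the genes named in the text were set before the data were examined, except where the text says otherwise. The genes named are those for which the paper reports a measurement after AATF silencing and TFAM, which it names without measuring, the 5 highest and 5 lowest log2 fold changes among called genes whose groups do not overlap and whose mean normalised count is at least 100, and up to 4 called members of each list in the direction of its median, by smallest adjusted p. Not every gene under this rule is reported here. There were 23 lists, written from general knowledge of each pathway, since no pathway table was used here: 14 for pathways of the paper, and 9 others, which are mitochondrial ribosomal proteins, ATF4 targets, p53 targets, replication-dependent histones, interferon-stimulated genes, the small subunit processome, cholesterol biosynthesis, G2/M cell cycle genes and the 13 genes of mitochondrial DNA. The last was not analysed here, and 22 lists were. Each list was tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01. The median of each list was compared with 10000 random lists of the same size, matched on mean expression in 20 bins. A one-sided Fisher's exact test compared its share of the called genes with a log2 fold change of at most 1.4 in size with that of all tested genes. Camera with an estimated correlation and fry were also run.

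The alternatives were DESeq2 size factors or upper-quartile normalisation in the same edgeR fit, no filter on low counts beyond at least 1 count, at least 10 counts in every sample, edgeR's likelihood ratio test, the Wald test of DESeq2 1.42.0 with its own size factors or on TMM-normalised counts, limma-voom, the replicate number as a block, each library left out in turn, glmTreat, a threshold of 1 or none on the log2 fold change, and a lowess correction of the log2 fold change for gene length with a span of 0.3. A lowess correction for the GC content of the transcript was added after the data had been seen, and covers the 95.0% of tested genes with a GENCODE transcript.

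Sequences and coordinates come from GRCh37 and from GENCODE, to which 25056 of the 28265 genes were matched by name. The effect of short sequences in 3′UTRs was scanned over 10832 genes with a 3′UTR of at least 50 bases and a mean of at least 4 CPM. For each of the 16375 7-mers found in at least 20 3′UTRs, the log2 fold changes of genes with and without it were compared by a rank z-score, after removing the trends on the length and the GC content of the 3′UTR, and the lowest z-score was set against 1000 shuffles of the log2 fold changes between genes. The scan ran in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

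Both steps were tested on simulated data. In counts drawn for 15315 genes from the means and library sizes of this comparison, with 200 genes changed by known amounts, 198 were called in the right direction and 7 unchanged genes were called. A shifted list was recovered by camera. In the 7-mer scan, a planted shift was recovered as the lowest 7-mer in 20 of 20 simulations over 10832 genes. The other cell lines, siAATF #2, the overexpression experiment and the ChIP-seq experiments of the paper were not analysed here.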

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

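The correction for GC content, the tests of the 7-mers and of shared reads and the comparison of RPL30 with other ribosomal protein genes were chosen only after the results were seen, as was the use of the length correction to test an explanation. The length correction itself, the gene lists and their camera tests were set in advance. Each result concerns a gene or a list that the paper does not report as such, although the lists hold some genes that it does report, and a signal beyond the level of the siControl libraries. The groups of 3 libraries were too small for a test that sets a single sample apart from the others. The effect of single libraries was examined only by leaving out each in turn. Without siControl replicate 2, the OXPHOS subunits past both thresholds went from 5 to 3. The siAATF libraries come from 1 siRNA, so an effect of losing AATF and another effect of that siRNA are separated here only as far as the 7-mer tests go.

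RPL30, which encodes a protein of the large ribosomal subunit, had the smallest p-value of all 15315 genes tested, smaller than that of AATF itself. Its expected counts were 8444, 9773 and 5265 in siControl and 628, 429 and 621 in siAATF libraries, and its log2 fold change was -3.88 (standard error 0.063, adjusted p = 7.90e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -3.94 and -3.77 over the 17 alternatives. The median of 73 other ribosomal protein genes was -0.26, with RPL3 the lowest at -1.07, which argues against a fall of that size in the class as a whole. RPL30 was not alone among 6 further genes named as like a ribosomal protein, which were looked at only after their values were seen. RPL22L1 was at -2.61 and RPL39L at -1.59, although RSEM could divide their reads with the genes that they resemble. The rest did not share such a fall, with RPL36AL at -0.19, RPL7L1 at -0.14, RPL26L1 at -0.071 and RPS27L higher at 0.47. Reads moved to a copy of the gene are argued against by the reference, in which 0 of 25055 other transcripts share a stretch of 25 bases with RPL30. After correction for gene length the value was -3.77 and after correction for GC content -3.85. What stays open is an effect of the siRNA on the RPL30 transcript. Its 3′UTR of 80 bases holds 2 copies of the 7-mer CCTGCAA. Among 195 3′UTRs of 60 to 100 bases 1 does, which is that of RPL30 itself, so this count adds no further case. The same 7-mer lies in AATF and was among the 3 lowest of a scan of all 3′UTRs in which RPL30 was left out. A single siRNA duplex accounts for at most 1 of the 3 7-mers, as given with the scan. The hypothesis that siAATF #1 may act on RPL30 as a microRNA-like off-target is therefore possible, but the 162 other genes with at least 2 copies had a median of only -0.075 and none was below -2.31, so the size of the fall goes far beyond what the 7-mer brings elsewhere. A biological loss of RPL30 mRNA after AATF silencing was not tested apart from this.

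The ATF4 targets fell as a list. Of 49 genes, 40 were lower, with a median log2 fold change of -0.61 and 24 genes called lower (camera, adjusted p = 3.99e-10), and 17 lay in the window from -0.7 to -1.4 against 2.67 expected (Fisher's exact test, adjusted p = 7.63e-09). MTHFD2, SLC1A5, GARS1 and PHGDH had log2 fold changes of -1.59, -1.55, -0.94 and -2.35. The list shares 11 genes with amino acid biosynthesis, and the other 38 had a median of -0.46. Over the alternatives the median ran from -0.69 to -0.54. Gene length and GC content do not explain it, as the median was -0.61 after the length correction and -0.62 after the GC correction, nor do the 3 lowest 7-mers, as the 40 genes without them had a median of -0.78. A hypothesis is that the transcription factor ATF4 may be less active after AATF silencing. Activity of ATF4 was not measured here.

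The p53 targets rose as a list. Of 35 genes, 32 were higher, with a median of 0.43 (camera, adjusted p = 2.97e-08), but only 5 were called higher, and 4 in the window against 2.47 expected gave no enrichment (Fisher's exact test, adjusted p = 0.940). Over the fits that left out 1 library, from 2 to 4 genes of the list lay in the window. TP53INP1, RRM2B, PLK3 and PHLDA3 had log2 fold changes of 2.62, 1.37, 0.94 and 0.72. The median was 0.39 after correction for gene length and 0.43 after correction for GC content, which argues against both as the whole cause, and ran from 0.39 to 0.46 over the alternatives. The median of 0.40 over the 24 genes without any of the 3 7-mers decides nothing, since these 7-mers were chosen for lower carriers and the list rose. Stress signalling that induces such genes may be the cause, which is a hypothesis, and whether p53 itself takes part was not tested.

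Replication-dependent histone genes fell furthest of the lists in this part, with a median of -1.83 over 45 genes, of which 43 were lower and 39 were called lower (camera, adjusted p = 1.41e-19). H3C2 had a log2 fold change of -2.78 and H2BC13 of -2.74. RSEM divides reads between these near-identical genes, but a mere exchange of reads would leave their sum unchanged, and the summed CPM of the list fell too, by a log2 ratio of -1.08. The median was -1.75 after correction for gene length, -1.92 after correction for GC content and -1.83 over the 43 genes without the 7-mers. These genes are transcribed during DNA synthesis, so the hypothesis is that a lower share of cells in S phase may account for the fall. The share of cells in each phase was not measured in these libraries. By flow cytometry, the paper reports fewer S and G2/M cells and more G1 cells after AATF silencing, with U138 among the lines (Fig. 1G). Whether that shift accounts for the size of the fall was not tested.

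The mitochondrial ribosomal proteins, which the paper does not discuss, moved like the OXPHOS subunits. Of 75 genes, 67 were lower, with a median of -0.28 (camera, adjusted p = 7.75e-07), and 1 gene, MRPS10, was called lower, with a log2 fold change of -0.80. None of 10000 random lists had a median as low. The median was -0.25 after correction for gene length, -0.30 after correction for GC content and -0.29 over the 70 genes without the 7-mers, which argues against these as the cause. A wider fall of nuclear genes for mitochondrial proteins is a hypothesis that these values are consistent with. Whether the 2 lists differ from each other was not tested.

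The small subunit processome, a set of proteins of early ribosome assembly that includes AATF itself, fell with a median of -0.46 over 48 genes, of which 47 were lower (camera, adjusted p = 3.50e-13), and -0.45 over the 47 genes other than AATF. NPM1, NOP58 and WDR43 had log2 fold changes of -0.80, -0.90 and -0.73. The median was -0.49 after correction for gene length, -0.47 after correction for GC content and -0.43 over the 38 genes without the 7-mers. In the window, 8 genes were found against 2.61 expected (Fisher's exact test, adjusted p = 0.0112), and 6 without siControl replicate 2 (Fisher's exact test, adjusted p = 0.0743, within a range from 0.00130 to 0.0743 over the alternatives). Lower demand for ribosomes in cells that stop dividing is a candidate explanation that was not tested.

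Cholesterol biosynthesis rose as a list, more weakly. Of 25 genes, 16 were higher, with a median of 0.25 (camera, adjusted p = 0.00991), and 3 were called higher, which are INSIG1 (log2 fold change 0.84), HSD17B7 (0.75) and LSS (0.74). Another 1 was called lower. Over the fits that left out 1 library, HSD17B7 went down to 0.62 and LSS to 0.69, under the threshold of 0.7, and INSIG1 to 0.79. A median as high was found in 0.32% of the random lists. It was 0.21 after correction for gene length and 0.23 after correction for GC content, so neither explains it as a whole. The median of 0.31 over the 21 genes without the 7-mers decides nothing, as for the p53 targets. A biological change of sterol synthesis is a hypothesis.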

How the results depend on the processing

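The GC content correction was chosen only after the results were seen, and every other alternative of this part was set in advance.

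The counts of called genes stayed within 1.5 times their value under every normalisation, filter and test tried, apart from glmTreat. DESeq2 size factors gave 1379 genes higher and 1243 lower, upper-quartile normalisation 1443 and 1187, no filter on low counts 1485 and 1366, at least 10 counts in every sample 1134 and 1082, the likelihood ratio test 1401 and 1274, DESeq2 1228 and 1194, DESeq2 on TMM-normalised counts 1240 and 1183, and limma-voom 1388 and 1261. The length correction gave 1297 and 1288 and the GC correction 1228 and 1250. Under these settings 0 genes were called in the opposite direction. The counts moved with glmTreat, which called 592 genes higher and 721 lower, with a threshold of 1, at 682 and 723, and without a threshold on the log2 fold change, at 4374 and 4645, by the construction of these rules. With 1 library left out in turn, from 1266 to 1417 genes were higher and from 1181 to 1286 lower over the 6 fits.

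The replicate numbers do not pair the samples. Across genes, the deviations of same-numbered libraries from their group means correlated at -0.102, -0.0196 and -0.108. With the replicate number as a block, 1368 genes were higher and 1245 lower, of which 1346 and 1229 were among the 1370 and 1251 called without the block. No call on a list and no named gene's side of its threshold changed with it.

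Among the named genes, the length correction turned NDUFA8 to 0.023 and FIS1 to 0.018, both with an adjusted p above 0.05 in every setting. MFF, at 0.0040, was -0.0045 without a filter on low counts and from -0.034 to 0.027 over the fits that left out 1 library. UQCRC1 ran from -0.20 to -0.13 over those fits and its adjusted p was no longer under 0.05 without siAATF replicate 2 (adjusted p = 0.0670, the highest over the alternatives, with 0.00338 as the lowest, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). OXPHOS subunits past both thresholds ran from 3 to 5, with 3 without siControl replicate 2. The tally of subunits lower by direction ran from 59 to 69 over all settings, and at an adjusted p under 0.05 from 41 to 51.

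Camera with an estimated correlation called none of the lists, with 7 under an unadjusted p of 0.05, and the cause was not tested. The 19 lists that lost their call, with adjusted p-values between 0.126 and 0.363, are OXPHOS subunits (median -0.21), carbon metabolism (-0.24), amino acid biosynthesis (-0.73), one carbon pool by folate (-0.42), DNA replication (-1.04), base excision repair (-0.27), mismatch repair (-0.47), homologous recombination (-0.63), nucleocytoplasmic transport (-0.33), PI3K–Akt (0.17), lysosome (0.48), AGE–RAGE (0.13), mitochondrial ribosomal proteins (-0.28), ATF4 targets (-0.61), p53 targets (0.43), histones (-1.83), small subunit processome (-0.46), cholesterol biosynthesis (0.25) and G2/M genes (-3.13).

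OXPHOS assembly factors were called without a filter on low counts (median -0.13, camera adjusted p = 0.0385) and under fry (-0.12, adjusted p = 0.00392), within a range from 0.00392 to 0.363 over the alternatives, and the cause was not tested. The calcium signalling list was called under fry (median 0.0054, adjusted p = 0.000705, with a highest value of 0.445 over the alternatives). Fry asks whether the genes of a list shift in a common direction, without comparing them with other genes. The median of the calcium list was -0.0079 after the length correction and -0.00076 after the GC correction, not called under either. Interferon-stimulated genes, with a median of -0.029, were at 0.025 after the length correction, at 0.0025 after the GC correction and from -0.094 to 0.054 over the fits that left out 1 library, never called. Of the enrichment tests over all alternatives, 9 passed the threshold that they miss in the window and 7 lost it, and the cause was not tested.

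With 3 libraries per group, no exact permutation test of 1 gene can give a p under 0.1, so calls on single genes rest on the spread shared across genes.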

Differences from the paper's values

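No test of this part was chosen only after the result was seen. The numbers of genes called did not differ from the paper's by more than 1.5 times: 1370 genes were higher against the paper's 1258, and 1251 lower against the paper's 1169, with 2621 in all against the paper's 2427. Of the alternatives set before the data were examined, DESeq2 on TMM-normalised counts gave 1240 and 1183, and the fit without siControl replicate 2 gave 1266 and 1181. Under glmTreat, a threshold of 1 and no threshold, the counts differed from the paper's by more than 1.5 times, with 592 and 721, 682 and 723, and 4374 and 4645 genes, respectively.

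The paper reports that most genes of its OXPHOS signature are down-regulated (Fig. 3D). The 77 subunits examined here need not be the genes of that signature. Among them, 69 were lower by direction. At an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 47 were lower. Only 5 were past both thresholds, and 3 without siControl replicate 2. The paper shows NDUFA8 among the OXPHOS genes lower after AATF silencing (Fig. 3D). Here its log2 fold change was -0.075, within the spread between replicates and its adjusted p was under 0.05 in none of the alternatives.

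The paper reports an enrichment of calcium signalling and of PI3K–Akt signalling among the genes higher after silencing. It tested KEGG pathways, while the lists used here were written from general knowledge. Their genes need not be the same, so a difference can come from the lists. Calcium signalling was not enriched here in the window (Fisher's exact test, adjusted p = 0.287), and was called only by fry, at an adjusted p of 0.000705, with 0.445 as the highest over the alternatives. PI3K–Akt signalling was not enriched in the window (Fisher's exact test, adjusted p = 0.161), but was called by camera and was enriched with no filter on low counts, with at least 10 counts in every sample and over all genes past 0.7 (Fisher's exact test, adjusted p = 0.0123, 0.0475 and 0.00304, with 0.821 as the highest over the alternatives).

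The paper reports carbon metabolism and base excision repair among the down-regulated pathways. Here too, the lists need not hold the genes of the KEGG pathways that it tested. Their medians were lower here, but in the window their adjusted p-values were 0.0745 and 0.0696 (Fisher's exact test). Both were under 0.05 with no filter on low counts (0.0138 and 0.0154) and with DESeq2 (0.0258 for both), and base excision repair also over all genes past 0.7 (0.0104). Over the alternatives the highest were 0.319 and 0.234. Camera called both lists.

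The paper states that AATF depletion raises the fission genes FIS1, DNM1L and MFF, by qRT-PCR. In these RNA-seq libraries, which are another assay than the paper's, their log2 fold changes were -0.069, -0.26 and 0.0040. DNM1L was lower with an adjusted p of 3.58e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. As printed, however, its forward and reverse qRT-PCR primers share at most 8 and 10 bases in a row with DNM1L transcripts. The printed sequences therefore leave open whether the paper's assay measured DNM1L, so the contrast for this gene decides nothing. The printed primers of FIS1 and MFF match their own transcripts over their full length. FIS1 and MFF had an adjusted p under 0.05 in none of the alternatives.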

Other observations

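The tests chosen only after the results were seen are the scan of 3′UTR 7-mers with the tests that follow from it, the correction for GC content and the use of the length correction to explain the OXPHOS list, while the tests of gene length on the called genes, of a few abundant genes and of other splits of the libraries were set in advance.

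The difference between siAATF and siControl was examined for causes other than the silencing. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many called genes, the real one with 2621. Each of the 9 others gave 0, with between 73 and 171 genes at an unadjusted p under 0.05. With 10 splits a share below 0.1 is not possible, so chance and the silencing cannot be told apart by splits alone. A trend on gene length is argued against, since 2496 of the 2621 calls were kept after its removal, and a few genes that take most of the counts are argued against by the share of the top 10 genes, which was at most 11.0% in a library and overlapped between the groups.

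The scan asked whether siAATF #1 may act on other transcripts through short matches in 3′UTRs, as siRNAs can. Its sequence is not printed in the paper's text, so the scan took no 7-mer as given. The 3 lowest separate 7-mers of 16375 were GATATCT (z-score -7.45, 845 genes, median log2 fold change -0.12 against -0.024 without it), CACGATA (z-score -5.57, 143 genes, -0.23 against -0.029) and CCTGCAA (z-score -5.14, 1314 genes, -0.061 against -0.027). The z-score of CCTGCAA was -2.64 when the trends on the length and GC content of the 3′UTR were not removed. A z-score as low as the first was reached in no shuffle (permutation p = 0.001, the smallest that 1000 shuffles can give), and trends on the length and GC content of the 3′UTR had been removed from the value of -7.45. All 3 of the 7-mers lie in the AATF transcript, at positions 1083, 1283 and 1184, while 10.9% of the 7-mers scanned do. All 3 lay there in 1 of 1000 shuffles (permutation p = 0.002), and 0 of 1218 other transcripts of similar length held all 3. A seed match of an siRNA made against AATF is a hypothesis for 1 of the 3 7-mers at most, since the first and the last site are 200 bases apart, with the other about midway, and the paper lists siAATF #1 as 1 oligonucleotide. Why all 3 lie in AATF stays open.

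Over genes not past both thresholds, GATATCT had a z-score of -5.64 and CCTGCAA of -5.11 and ranked first and second, and CACGATA was at -2.86, at rank 101. As these genes were chosen by their change, a shift of many carriers and a few strongly changed carriers cannot be told apart by these values for any of the 3 7-mers. Any such effect could account for part of the lower genes only. Of 852 called lower genes in the scan, 617 hold none of the 3 7-mers, and 27.6% hold at least 1, against 17.2% of the genes called higher and 18.8% of the others. The highest z-scores were those of GTACATT (9.01), TACATTT (8.71) and ACATTTA (8.51), of which ACATTTA also lies in AATF, with no explanation tested.

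The lower OXPHOS subunits were tested in the same way. Their median was -0.15 after correction for gene length, -0.24 after correction for GC content and -0.25 over the 65 genes without any of the 3 7-mers, against -0.21 over all 77. None of these 3 accounts for the fall as a whole. An effect of losing AATF, direct or through slower growth, is a hypothesis, and an indirect effect of another target of the siRNA stays open.

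Other genes that the paper follows by protein or qRT-PCR had the following values in the RNA-seq libraries. CCNB1 (cyclin B1) had a log2 fold change of -2.90, MKI67 of -3.70 and CDKN1A (p21) of 0.74. Of the genes behind the OXPHOS antibodies, UQCRC2 was at -0.19, SDHB at -0.39 and NDUFB8 at -0.33. NRF1 was at -0.097, MFN1 at -0.077 and MFN2 at -0.089. TFAM, which the paper names as a target of NRF-1 but does not measure, was at -0.17, with an adjusted p of 0.00491 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

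Among the lists set in advance, G2/M cell cycle genes had the lowest median, -3.13 over 50 genes, all 50 lower and 47 called (camera, adjusted p = 1.06e-30). Interferon-stimulated genes had a median of -0.029 over 41 genes (camera, adjusted p = 0.560) and went both ways, with 3 called lower and 3 called higher, and since both groups were transfected with an siRNA, a response shared by them would not appear here.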
